# Superoxide Dismutase-3 Downregulates Laminin α5 Expression in Tumor Endothelial Cells via the Inhibition of Nuclear Factor Kappa B Signaling

**DOI:** 10.3390/cancers14051226

**Published:** 2022-02-26

**Authors:** Lorena Carmona-Rodríguez, Diego Martínez-Rey, Paula Martín-González, Mónica Franch, Lydia Sorokin, Emilia Mira, Santos Mañes

**Keywords:** basement membrane, laminin, immunotherapy, oxidative stress, diapedesis, endothelium, inflammation

## Abstract

**Simple Summary:**

Tumor-infiltrating lymphocytes determine cancer prognosis and the response to immunotherapy. The balance of laminin-α4/laminin-α5 isoforms in the endothelial basement membrane plays an instructive function in regulating the diapedesis of immune cells under inflammatory conditions. Previous studies showed that the extracellular superoxide dismutase (SOD)3 induces laminin-α4, which is associated with improved disease-free survival of colorectal cancer patients. The aim of our study was to determine whether SOD3 also affects the expression of laminin-α5 in the tumor vasculature. The results showed that SOD3 differentially regulates laminin-α4 and laminin-α5 in the tumor endothelium. SOD3 promoted notable transcriptomic changes in tumor-stimulated endothelial cells, including the inhibition of the nuclear factor kappa B (NF-κB) pathway, an inductor of laminin α5 transcription. Therefore, high SOD3 levels in the tumor vasculature shifted the laminin α4/α5 balance towards the laminin-α4^high^/laminin-α5^low^ phenotype, which is permissive for T cell diapedesis into tumors and explains the improved cancer immune surveillance associated to high SOD3 levels.

**Abstract:**

The balance between laminin isoforms containing the α5 or the α4 chain in the endothelial basement membrane determines the site of leukocyte diapedesis under inflammatory conditions. Extracellular superoxide dismutase (SOD3) induces laminin α4 expression in tumor blood vessels, which is associated with enhanced intratumor T cell infiltration in primary human cancers. We show now that SOD3 overexpression in neoplastic and endothelial cells (ECs) reduces laminin α5 in tumor blood vessels. SOD3 represses the laminin α5 gene (*LAMA5*), but *LAMA5* expression is not changed in SOD1-overexpressing cells. Transcriptomic analyses revealed SOD3 overexpression to change the transcription of 1682 genes in ECs, with the canonical and non-canonical NF-κB pathways as the major SOD3 targets. Indeed, SOD3 reduced the transcription of well-known NF-κB target genes as well as NF-κB-driven promoter activity in ECs stimulated with tumor necrosis factor (TNF)-α, an NF-κB signaling inducer. SOD3 inhibited the phosphorylation and degradation of IκBα (nuclear factor of the kappa light polypeptide gene enhancer in B-cells inhibitor alpha), an NF-κB inhibitor. Finally, TNF-α was found to be a transcriptional activator of *LAMA5* but not of *LAMA4*; *LAMA5* induction was prevented by SOD3. In conclusion, SOD3 is a major regulator of laminin balance in the basement membrane of tumor ECs, with potential implications for immune cell infiltration into tumors.

## 1. Introduction

Solid tumors are usually irrigated by an immature and dysfunctional vascular network. The hierarchical branching organization and the features associated with arterioles, capillaries and venules are not seen in a tumor’s vasculature. Rather, the vessels are tortuous and dilated with a chaotic blood flow (sometimes even stationary), resulting in the deficient transport of nutrients and oxygen, the latter leading to hypoxia. However, tumor cells not only adapt and survive under these stressful conditions, but also use this abnormal vascular network to create a shield that protects them from the immune system and therapeutic agents. The conversion of this immature endothelium into a more “normal” vascular network is, therefore, a promising therapeutic strategy for enhancing drug delivery and boosting immunotherapy [1,2,3,4,5].

Major drivers of the abnormal nature of tumor vasculature include inflammation, the composition of the extracellular matrix (ECM), and the accumulation of pro-angiogenic factors such as vascular-endothelial growth factor (VEGF)-A, in the tumor microenvironment (TME) [6]. VEGF-A not only triggers the proliferation, migration and sprouting of endothelial cells (ECs), but also greatly increases tumor vessel permeability by weakening vascular endothelial (VE)-cadherin-mediated EC junctions and interfering with pericyte-EC interactions [7,8]. Many of these proangiogenic factors are induced by inflammatory mediators, such as tumor necrosis factor (TNF)-α, acting on tumor and stromal cells via the nuclear factor kappa B (NF-κB) pathway [9]. NF-κB is a transcription factor assembled through the homo- or heterodimerization of five available subunits via the Rel-homology domain (a domain also involved in DNA binding) [10]. When processed proteolytically, the Rel family members p100 and p105 give rise to the p52 and p50 isoforms, respectively; these do not contain transactivation domains and need to interact with other family members, such as RelA (p65), RelB or c-Rel, to function as transcription factors [11,12]. p52/p50 dimers operate as transcriptional repressors [13].

The activity and nuclear translocation of RelA, RelB and c-Rel is regulated by inhibitors of the κB (IκB)-α and -β family proteins, which bind heterodimers in the cytoplasm. Most of the NF-κB-activating signals converge at the level of the IκB kinases (IKKα and IKKβ), which upon activation phosphorylate IκB inhibitors, priming them for ubiquitylation and proteasomal degradation [14]. This releases the NF-κB dimers, allowing them to enter the nucleus. It is noteworthy that all NF-κB signaling molecules are present in ECs, and their sustained activation in cancer and other pathologies leads to vascular disorganization and a reduction in the barrier function of the EC [11,15,16,17].

A central, but commonly overlooked, structural and functional element of blood vessels is the endothelial basement membrane (BM), a self-assembled layer of highly specialized glycoproteins, produced by ECs and pericytes, that underlies the former and encases the latter [18]. Endothelial BMs are not only structural scaffolds, but also contribute to the mechanical properties of blood vessels and transmit signals to endothelial and perivascular cells that may regulate blood flow and nutrient and oxygen supply [19]. Tumor vessels and endothelial sprouts also have a BM, but these membranes show abnormalities reminiscent of degenerated or regenerating vessels, including the loss of association with ECs, a varying thickness, and multiple layers [20]. A full understanding of the characteristics and molecular composition of the endothelial BM in tumor blood vessels is yet to be gained [21].

BM assembly is dependent on the initial self-assembly of laminins [22], a family of heterotrimeric ECM proteins. Sixteen laminin isoforms exist, the product of different combinations of five α, four β and three γ chains [23]. The biological role of the laminins is largely defined by their α-chain interaction with integrin and non-integrin receptors [24,25]. Laminin α4 and α5 chains combine with laminin β1 and γ1 chains to form laminins 411 and 511, respectively, found in endothelial and smooth muscle BMs [18].

Previous studies have shown a patchy distribution of laminin α4 and α5 along the ‘vascular tree’ with little or no laminin α5 at postcapillary venules where leukocyte extravasation preferentially occurs [26,27,28,29,30]. Curiously, leukocyte adhesion to laminin α5-containing laminins is stronger than to laminin α4-containing isoforms, but their migration across laminin α4-positive BMs is faster [30]. The laminin α5/laminin α4 balance in the endothelial BM is, therefore, important in inflammation and potentially also in immune surveillance, as suggested by work in models of neuroinflammation, allograft rejection, and cancer [30,31,32]. In cancer, a recent study has shown a relationship between vascular normalization and changes in the expression of laminin α4-containing isoforms in the BM of tumor blood vessels, driven by high levels of the superoxide dismutase-3 (SOD3) in the TME [33]. Importantly, these SOD3-induced changes were also associated with the increased infiltration of cytotoxic CD8^+^ T cells and prolonged disease-free survival in patients with colorectal cancer.

SOD3 is an antioxidant metalloenzyme that localizes predominantly to the extracellular space where it associates with the ECM [34]. In fibroblasts and ECs, SOD3 can also be found in the nucleus and cytoplasm [35]. It is expressed in most tissues under physiological conditions, and accounts for up to 70% of extracellular SOD activity in the walls of healthy vessels. However, oncogenesis commonly represses SOD3 in many mouse and human tumors, and may contribute to the growth and progression of malignancies (reviewed in [36]). Analyzing how SOD3 re-expression affects the interaction of stromal and cancer cells in the TME is, therefore, of great interest.

SOD3 protects tissues from oxidative damage and prevents the generation of peroxynitrite from nitric oxide (NO) by catalyzing the dismutation of the superoxide anion. SOD3 activity thus preserves NO levels to act as an intra- and intercellular messenger in the endothelium. Indeed, the normalizing effects of SOD3 on the tumor vasculature are dependent on the NO-mediated stabilization of hypoxia-inducible factor (HIF)-2α, a transcription factor that upregulates VE-cadherin and reduces vascular leakage [37]. SOD3 also enhances the entry of T cells into tumors and improves immunotherapy through a mechanism that involves the induction of laminin α4 in a HIF-2α- and WNT-dependent manner [32]. Whether SOD3 also affects the expression of laminin α5 in tumor blood vessels is unknown. The present work shows that SOD3 triggers the transcription of the gene encoding laminin α4 (*LAMA4*) but represses that of the gene coding for laminin α5 (*LAMA5*) in ECs in vitro and in vivo, thus changing the laminin α4/laminin α5 ratio in tumor blood vessels. SOD3 repression of *LAMA5* is dependent on the inhibition of the NF-κB pathway, here identified as a regulator of *LAMA5* transcription in ECs under inflammatory conditions. The present work also identifies a complex transcriptional program under the control of SOD3 in ECs, responsible for the normalization of the tumor vasculature.

## 2. Materials and Methods

### 2.1. Cell Lines, Transfection and Stimulation

The mouse microvascular 1G11-mock and 1G11-SOD3, and the EG7-mock and EG7-SOD3 mouse thymoma cell lines have been described elsewhere [32,37]. Human dermal microvascular endothelial cells (HDMEC; Cascade Biologics, Portland, OR, USA) were cultured and transduced with recombinant adenoviruses encoding for human SOD3 or β-galatosidase (mock) as described [37]. N202.1A murine mammary cancer cells were provided by Dr. V. Bronte (Verona University, Verona, Italy) and cultured as previously described [38]. 1G11-SOD1 cells were generated by retroviral transduction with pRV-SOD1-IRES-GFP, cloned from pF151 pcDNA3.1(+) SOD1WT (a gift from Dr. E. Fisher; Addgene plasmid #26397) [39] (Addgene; Watertown, MA, USA). Transduced cells were selected by cell sorting via GFP fluorescent emission using an MoFlo XDP device (Beckman Coulter; Brea, CA, USA).

HA-tagged SOD3 (pCMVSPORT6-HASOD3) was generated by inserting the HA tag sequence between the signal peptide and the mature SOD3 sequence in pCMVSPORT6-SOD3 (Open Biosystems; Huntsville, AL, USA). HEK-293T cells (ATCC; Manassas, VA, USA) were transfected with pCMVSPORT6-HASOD3 or pCMVSPORT6-SOD3 using Lipofectamine 2000 (Invitrogen; Waltham, MA, USA); 24 h post-transfection, the cells were cultured in basal medium (DMEM plus 0.1% BSA) for three days and cell-free conditioned medium collected and stored at −80 °C. Endothelial origin of 1G11 cells was verified regularly by VE-cadherin staining. Cell-free conditioned medium from N202.1A cells was obtained after cell culture in basal medium for five days. All cell lines were periodically tested for mycoplasmas.

For NF-κB activation, 1G11-mock or 1G11-SOD3 cells were starved for 1 h before stimulation with 1–10 ng/mL recombinant TNF-α (Peprotech; Cranbury, NJ, USA). In some experiments, cells were pretreated with BAY 11-7082 (1–2 µM, 1–2 h, 37 °C) (Selleckchem; Houston, TX, USA), followed by recovery in basal medium (6 h) before TNF-α stimulation.

### 2.2. Tumor Samples 

C57BL/6J mice were supplied by The Jackson Laboratory (Bar Harbor, ME, USA) and SOD3EC-Tg mice generated as previously described [32]. For tumor generation, 2–5 month-old female mice were used. EG7-mock or EG7-SOD3 cells (5 × 10^6^/100 μL) were implanted subcutaneously into the indicated mouse strains (*n* = 7–9 mice/group) and tumors excised after 21 days. All mouse experiments were approved by the Comunidad de Madrid (PROEX 399/15) and the CNB Ethics Committees in strict accordance with the Spanish and European Union laws and regulations concerning the care and use of laboratory animals.

### 2.3. RT-qPCR

Total RNA was extracted from mouse tumors and cell lines using TRI-Reagent (Sigma Aldrich; Burlington, MA, USA). cDNA strands were synthesized from 0.5–2 µg total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems; Waltham, MA, USA), employing random primers. mRNA levels were quantified by qPCR in a Quant-Studio 5 Real-Time PCR System (Thermo Fisher; Waltham, MA, USA) using the SYBR EvaGreen-based reaction mix (5× PyroTaq EvaGreen qPCR Mix Plus ROX) (Cmb-Bioline; Madrid, Spain) and specific primers (Table S1), employing β-actin for normalization. Relative quantities (Rq) (i.e., relative to the sample with the lowest expression or the control sample) were calculated using the 2^−ΔΔCt^ method.

### 2.4. Microarray Analysis

1G11-mock and 1G11-SOD3 cells were incubated with N202.1A-conditioned medium for 6 h and total RNA isolated with TRI-Reagent. This was then further cleaned using the RNeasy Kit (Qiagen; Hilden, Germany). RNA quality was confirmed by electropherogram, employing an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies; Santa Clara, CA, USA). The preparation of probes and hybridization were performed as described in the One-Color Microarray-Based Gene Expression Analysis Manual Ver. 6.5 (Agilent Technologies). RNA quality check, amplification, labeling, hybridization with Array SurePrint Mouse G3 8 × 60 (Agilent Technologies, G4852A) and initial data extraction were performed at the Genomic Service Facility at the Centro Nacional de Biotecnología (CNB-CSIC). Images were captured with an Agilent Microarray Scanner and spots were quantified using Feature Extraction Software (Agilent Technologies). Correction for the local background was performed using the normexp method with an offset of 50. Background corrected intensities were Log2-transformed and normalized by adjusting their quantiles [40]. Changes in expression over replicates was estimated using an empirical Bayes moderated t statistic (LIMMA) [41]. To control the FDR, probability values were corrected using the Benjamini–Hochberg method [42]. The FIESTA viewer (http://bioinfogp.cnb.csic.es/tools/FIESTA, accessed on 25 February 2022), developed by J.C. Oliveros (CNB Bioinformatics Core Facility), was used to visualize the results. Principal components analysis (PCA) was performed to demonstrate similarity between expression profiles using ClustVis software [43]. A volcano plot was prepared using Prism 7.0 software (GraphPad; San Diego, CA, USA), with differentially expressed genes displayed in red (Fc > 2 or < −2, and FDR LIMMA < 0.05). All data files and normalized values were deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo, accessed on 25 February 2022).

### 2.5. IPA and GSEA Analyses

The list of differentially expressed genes was subjected to functional analysis using Ingenuity Pathway Analysis (IPA) software v.6875226 (Ingenuity^®^ Systems; Redwood City, CA, USA; www.ingenuity.com, accessed on 25 February 2022). Each gene identifier was mapped to its corresponding gene object in the Ingenuity Pathway Knowledge Base (IPKB). The core analysis was run using the default IPA settings: (i) the data source included all species, tissues and cell lines; (ii) interactions were queried for all genes stored within the IPAKB; and (iii) no fold-change cut-off was specified. The significance of the canonical pathways was calculated according to the IPA user’s manual: (1) the ratio of the number of genes from the dataset that map to the pathway over the total number of genes that make up the pathway was determined; and (2) Fisher’s exact test was used to calculate a *p* value determining the probability that the association between the genes in the dataset and the canonical pathway was explained by chance alone. A pathway was considered significant when *p* < 0.05. 

For Gene Set Enrichment Analysis (GSEA) [44], Log2 ratios and the weight punctuation system were used as classification metrics. The gene sets for the canonical and non-canonical NF-κB pathways were obtained from the Molecular Signatures Database v. 6.0 (http://software.broadinstitute.org/gsea/msigdb/index/.jsp, accessed on 25 February 2022), and the analysis performed with those genes differentially expressed (as determined in microarray analyses) and showing an FDR of <0.25. GSEA was undertaken using the default parameters, that is, collapsing each probe set into a single vector, and using a permutation number of 1000 and the permutation type “gene-sets”.

### 2.6. Immunofluorescence Staining

Mock-, SOD3- or SOD1-transfected 1G11 cells were seeded on 1% gelatin-coated Nunc Lab-Tek chamber slides (Nunc; Rochester, NY, USA), fixed with methanol (10 min, −20 °C), and stained with rabbit anti-laminin α5 (antibody 504, described in [45]; or PAC078Mu01 antibody, Cloud Clone; Houston, TX, USA) or goat anti-laminin α4 (N20, sc-16589) (Santa Cruz Biotechnology; Dallas, TX, USA), followed by Alexa488- or Alexa594-labeled secondary antibodies (Thermo Fisher). The staining of 1G11 cells with anti-hemagglutinin (HA) tag antibody (clone 16B12) (Covance; Burlington, NC, USA) and p65 (RelA, clone L8F6) (Cell Signaling; Danvers, MA, USA) was performed after fixation with 4% paraformaldehyde (15 min, 20 °C) and permeabilization with 0.3% Triton X-100 (5 min, 20 °C). Tumor sections (10 µm) from snap-frozen (in OCT medium) (Sakura; Torrance, CA, USA) samples were fixed with cold acetone and used for immunostaining with anti-CD31 (MEC13.3) (BD Biosciences Pharmingen; San Diego, CA, USA), rabbit anti- laminin α5 (antibody 504) or goat anti-laminin α4 (N20, sc-16589; Santa Cruz Biotechnology), followed by appropriate fluorescently labeled secondary antibodies. In all cases, samples were mounted in 4,6-diamidino-2-phenylindole (DAPI)-containing Fluoromount-G (SouthernBiotech; Birmingham, AL, USA). Images were analyzed using a Leica DM RB (Wetzlar, Germany) equipped with an Olympus DP70 camera (Tokyo, Japan) at 200× or 400× total magnification (20× or 40× objective), or an Olympus FluoView 1000 confocal microscope with a 60× 1.4 oil plan-Apo objective. 

For quantification of laminin α5 and laminin α4 staining intensities in tumor sections, images were transformed to 8-bit versions with ImageJ software and, after threshold adjustment, the Image calculator tool was used to select coincident CD31- and laminin α5/α4-stained regions. The laminin/CD31 ratio was then calculated. For laminin α5 and laminin α4 quantification in cultured ECs, mean fluorescence intensity was quantified using the ImageJ tool. An in-house open-source MATLAB-based computational platform was developed and used for automatic quantification of p65 nuclear staining. Nuclei were segmented using DAPI images and this segmentation used with the Alexa546 channel to measure the p65-stained pixels within the nuclear area; the ratio of nuclear staining to total nuclear area was then calculated.

### 2.7. Immunoblot and Chase Experiments

1G11 transfectants and human HEK-293T (used as a human SOD1 positive control) cells were lysed with RIPA buffer, and the products resolved by SDS-PAGE and transferred to membranes for immunoblot analysis with anti-SOD1 (NBP2-24915) (NOVUS Biologicals; Centennial, CO, USA), anti-p65 (L8F6) (Cell Signaling; Danvers, MA, USA), anti-β-actin (AC-15) (Sigma Aldrich; Burlington, MA, USA) or anti-tubulin (DM 1A) (Sigma Aldrich; Burlington, MA, USA) antibodies. SOD3 or HA-SOD3 was analyzed in conditioned medium using anti-SOD3 (M-106, sc-67089) (Santa Cruz Biotechnology) or anti-HA (clone 16B12) (Covance; Burlington, NC, USA) antibodies, respectively; loading control was by Ponceau staining. For laminin α4 and laminin α5 detection, RIPA cell extracts from 1G11-mock and 1G11-SOD3 cells were resolved in 4%–12% NuPAGE gels in MOPS SDS running buffer (ThermoFisher; Waltham, MA, USA), transferred to membranes using 48 mM Tris-HCl pH 8.3, 390 mM glycine, 0.1% SDS, 20% methanol, and immunoblotted sequentially with anti-laminin α5 (antibody 504), anti-laminin α4 (antibody 377b), anti-SOD3 and anti-β-tubulin (clone DM1A; Sigma Aldrich; Burlington, MA, USA) antibodies.

For chase experiments, 1G11-mock and 1G11-SOD3 cells grown in basal medium were pretreated (1 h, 37 °C) with 100 µg/mL cycloheximide (CHX; Sigma Aldrich; Burlington, MA, USA), followed by TNF-α (1 ng/mL) stimulation still in the presence of CHX. After cell lysis and transfer, membranes were blotted with anti-IκBα (44D4) (Cell Signaling; Danvers, MA, USA) and anti-tubulin antibodies. The IκBα/tubulin ratio was calculated from densitometry using ImageJ software. Phospho-IκBα kinetics were analyzed in 1G11-mock or 1G11-SOD3 cells grown in basal medium after treatment with the proteasome inhibitor MG132 (10 µM) (Selleckchem; Houston, TX, USA). Cell lysates were immunoblotted with anti-phospho(Ser32/36)-IκBα (5A5) (Cell Signaling; Danvers, MA, USA) and anti-tubulin antibodies, and the ratio calculated as above. 

### 2.8. SOD Activity Assays

Exponentially growing 1G11-mock and 1G11-SOD1 cells were incubated (16 h) with N202.1A cell-conditioned medium in the presence or absence of the SOD mimetic Mn(III)tetrakis(4-benzoic acid)porphyrin (MnTBAP; 100 µM) (Calbiochem; San Diego, CA, USA). Cells were then stained with the cell-permeating superoxide probe dihydroethidium (DHE; 2 µM, 30 min, 37 °C) (Invitrogen; Waltham, MA, USA), which becomes red after oxidation. Cell extracts from 1G11-mock and SOD1 cells and conditioned medium from HEK-293T cultures enriched in untagged or HA-tagged SOD3 were assayed for SOD activity using the OxiSelect Superoxide Dismutase Activity Assay Kit (Cell Biolabs; San Diego, CA, USA) according to the manufacturer’s indications. 

### 2.9. NF-κB Promoter Assay

1G11-mock and 1G11-SOD3 cells were co-transfected with p(NF-κB)3x-LUC (kindly provided by Dr. M. Ricote [CNIC]) and pRL-SV40-LUC plasmids (ratio 4:1). After 48 h, cells were stimulated with N202.1A-conditioned medium, and firefly and *Renilla* luciferase activities measured using the Dual Luciferase Reporter Assay System (Promega; Madison, WI, USA).

### 2.10. ELISA and Flow Cytometry

CCL2 was measured in cell-free supernatants collected from 1G11-mock and 1G11-SOD3 cultures (48 h) by ELISA using the mouse MCP-1 ELISA MAX Standard Set (Biolegend; San Diego, CA, USA). For VCAM-1 analysis, 1G11-mock and 1G11-SOD3 cells were stained with anti-CD106-biotin antibody (clone 429) (Biolegend) followed by streptavidin-phycoerythrin, and analyzed by FACS using a FC-500 Cytomics device (Becton Dickinson; Franklin Lakes, NJ, USA).

### 2.11. Bioinformatic Analyses

The association between *LAMA5* levels and CD8^+^ T cell infiltration was analyzed by TIMER algorithm (https://cistrome.shinyapps.io/timer/, accessed on 25 February 2022). Spearman’s correlation coefficients and *p*-values were provided by the program. The relationship between *LAMA5* expression and tumor prognosis was analyzed using the Kaplan-Meier plotter database (http://kmplot.com/analysis/, accessed on 25 February 2022) [46]. 

### 2.12. Statistical Analyses

Data are shown as means ± SEM unless otherwise indicated. Individual values are also shown; the number of replicates is given in figure legends. For data with a Gaussian distribution and homogeneity of variance, differences were examined using the two-tailed Student’s *t*-test for comparison of two independent groups, and one- or two-way ANOVA with Dunnett’s or Bonferroni’s post-hoc correction for multiple comparisons. When these requirements were not fulfilled, data were analyzed using non-parametric tests (Mann-Whitney). Significance was set at *p* < 0.05. All calculations were performed using Prism 7.0 software.

## 3. Results

### 3.1. SOD3 Downregulates Laminin α5 Expression in the Tumor Vasculature

Previous studies in immunocompetent mice with EG-7 tumors (a thymoma) showed that the forced expression of SOD3 in neoplastic and endothelial cells correlated with enhanced perivascular levels of laminin α4-containing isoforms [32]. In addition, SOD3 overexpression in tumor and endothelial cells was associated with an improved response to the adoptive transfer of tumor-specific CD8^+^ T cells, suggesting that SOD3 provides a permissive signal for tumor infiltration by these cells [32]. Here, these tumor samples were analyzed by immunofluorescence to see whether SOD3 also affects laminin α5 expression in the tumor vasculature. 

In tumors induced by control (EG7-mock) and SOD3-overexpressing (EG7-SOD3) cancer cells (Figure 1A), laminin α5 staining only appeared in close proximity to the endothelial cell marker CD31^+^ (Figure 1B), suggesting localization in the endothelial BM. Importantly, SOD3 overexpression in neoplastic cells was associated with less intense laminin α5 immunofluorescence staining (Figure 1B) and a significant reduction in the laminin α5-positive area (Figure 1C) compared to mock tumors. The importance of endothelial SOD3 expression on laminin α5 levels was determined using EG7-mock tumors implanted in a bi-transgenic mouse model generated by crossing the loxP-SOD3KI [37] and Tie2-Cre mouse lineages. This bi-transgenic mouse (SOD3^EC-Tg^) expresses SOD3 specifically in the tumor endothelium [32]. The laminin α5 staining intensity and stained area were reduced in tumors from these mice compared to their non-transgenic (SOD3^f/f^) counterparts (Figure 1D–F), suggesting that SOD3-induces laminin α5 downregulation.

To further investigate a potential differential regulation of *LAMA4* and *LAMA5* expression by SOD3, EG7 tumors implanted in SOD3^EC-Tg^ and SOD3^f/f^ mice were double stained with laminin α4 and laminin α5-specific antibodies. Whereas laminin α5 staining was intense in the tumors implanted in the SOD3^f/f^ mice, laminin α4 staining was markedly increased in the vessels of EG7 tumors grafted into the SOD3^EC-Tg^ mice (Figure 1G; low magnification images are provided in Figure S1). Determination of the laminin α4- and α5-stained areas in these tumors revealed a higher laminin α5/α4 ratio in the SOD3^f/f^ than in the SOD3^EC-Tg^ tumors (Figure 1H). Importantly, measurement of *LAMA4* and *LAMA5* mRNA levels revealed a reduced *LAMA5/LAMA4* ratio in tumors engrafted in SOD3^EC-Tg^ compared to those in SOD3^f/f^ mice (Figure 1I), supporting the function of SOD3 in the balance of these laminin isoforms. 

### 3.2. Extracellular SOD3 Represses LAMA5 Transcription in Endothelial Cells

The above results indicate that high SOD3 levels in the tumor milieu are associated with a reduction in laminin α5 in the endothelial BM. Intriguingly, this occurred when SOD3 was produced by tumor or endothelial cells. A mouse microvascular endothelial cell line, 1G11, modified to overexpress SOD3 [37] was used to clarify whether this laminin α5 downregulation is a direct consequence of SOD3 activity on the ECs. We found that *LAMA5* mRNA (Figure 2A) and laminin α5 protein levels as detected by immunofluorescence (Figure 2B,C) and immunoblot (Figure 2D,E and Figure S2) were significantly reduced in SOD3-overexpressing 1G11 cells. Notably, SOD3 overexpression increased laminin α4 protein levels (Figure 2D,E), as previously reported [32,33].

To rule out that the effect of SOD3 on *LAMA5* transcription was the consequence of aberrant SOD3 localization due to overexpression, *LAMA5* expression levels were analyzed in unmodified 1G11 cells incubated with extracellular SOD3. The source of this extracellular SOD3 was conditioned serum-free medium from human embryonic kidney (HEK)-293T cells transfected with murine SOD3 or hemagglutinin (HA)-tagged SOD3 (Figure 2F). Immunoblots showed the ectopic expression of both untagged and HA-tagged SOD3 in the conditioned medium (CM) (Figure 2G and Figure S3); moreover, both forms were enzymatically active (Figure 2H). In agreement with previous reports [35], extracellularly added HA-SOD3 entered into the 1G11 cells and accumulated mainly in the cytosol, although some cells showed a little nuclear staining (Figure 2I). More importantly, the addition of extracellular SOD3 significantly reduced the levels of *LAMA5* mRNA (Figure 2J) and the intensity of the laminin α5 staining (Figure 2K,L), but increased laminin α4 staining in these 1G11 cells (Figure S4), in agreement with previous reports [32]. These results indicate that extracellular SOD3 exerts a differential regulation of laminin α4 and laminin α5 in EC, which is not an artifact of overexpression.

### 3.3. LAMA5 Transcription Is Not Affected by SOD1

Experiments were next performed to determine whether other antioxidant enzymes mimic the effect of SOD3 on *LAMA5* transcription. For this, 1G11 cells stably expressing the cytosolic SOD1 isoform were generated (1G11-SOD1 cells). These expressed high SOD1 mRNA and protein levels (Figure 3A,B and Figure S5), and showed rescued superoxide levels compared to mock transfected cells, as determined by staining with the cell-permeating probe DHE after exposition with the conditioned medium from N202.1A breast cancer cells, used as a prototypic tumor cell line able to induce oxidative stress in the endothelium (Figure 3C). Moreover, SOD activity was greater in cell extracts from 1G11-SOD1 cells compared to control cells (Figure 3D). 

Tests were then undertaken to determine whether SOD1 overexpression affects *LAMA5* expression. No differences in *LAMA5* mRNA and laminin α5 protein levels were found between the 1G11-mock and SOD1-overexpressing cells (Figure 3E–G). However, both the 1G11-SOD3 and 1G11-SOD1 cells showed greater *LAMA4* mRNA transcription compared to their corresponding control cells (Figure 3H). Therefore, while SOD1 and SOD3 promote *LAMA4* expression, only SOD3 suppresses *LAMA5* expression.

### 3.4. SOD3 Modifies the Transcriptional Program of Endothelial Cells

To investigate the mechanism by which SOD3 might modulate *LAMA5* transcription, the transcriptomic profiles of 1G11-mock and 1G11-SOD3 cells were analyzed. 

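Gene expression was measured in 1G11-mock and 1G11-SOD3 cells, which are mouse microvascular endothelial cells, after 6 h in medium conditioned by N202.1A mouse mammary cancer cells. RNA from 3 independent experiments per cell line was labeled and hybridized to 6 single-color Agilent SurePrint Mouse G3 arrays on 1 slide. The 1G11-mock arrays lay in row 2 of the slide and the 1G11-SOD3 arrays in row 1, so that cell line and slide row coincided. The authors deposited, for each array, the scanner intensities of every spot and of its local background, which are not normalized, and a table of log2 values that they had background corrected and quantile normalized. In that table each array had a median of 7.52. The values given here were computed from the mean spot intensities with the normexp correction (offset of 50), log2 transformation and quantile normalization that the paper states, control spots being left out. Between 34.2% and 43.8% of the 59305 non-control spots per array were well above background according to the scanner software, and no spot was saturated. The precision of each comparison was limited by the number of arrays, 3 per cell line, for which the smallest p that an exact permutation test can give is 0.1 (2-sided). Differences were tested with limma over 55681 probes, and a gene with several probes was represented by the probe with the highest mean over the 6 arrays.

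The place of a spot on the array entered into these values. Each array has 384 rows and 164 columns of spots, and 6606 non-control spots lie in rows 129 to 256 and columns 55 to 109, referred to here as the middle of the array. 399 probes are printed 10 times at scattered places, which allows the same sequence to be compared within an array. Of 192 such probes with a mean log2 intensity above 9, 128 had copies both in the middle and elsewhere. Their copies in the middle had a median log2 difference from those elsewhere of -0.83, -1.20 and -2.48 on the 1G11-mock arrays (replicates 1, 2 and 3) and of 0.23, -0.23 and 0.13 on the 1G11-SOD3 arrays. The difference between the cell lines (1G11-SOD3 minus 1G11-mock) was larger at the middle copies for 128 of 128 probes, by a median of 1.67 on the log2 scale (quartiles 1.05 and 2.19). Over blocks of 24 rows and 12 columns, the median log2 fold change of spots well above background on at least 3 arrays ran from -0.72 to 2.72, as the map of the difference by place shows. A position adjustment, chosen after seeing these data, took a smooth surface over row and column off each array before quantile normalization. The surface was fitted to the deviations of each array from the mean of the 6, at the same spots with the probes printed 10 times held out, and it lowered the SD of the group difference among copies of one probe from 0.541 to 0.161. Position-adjusted values are given beside the others for the results most affected.

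**Figure D1:**
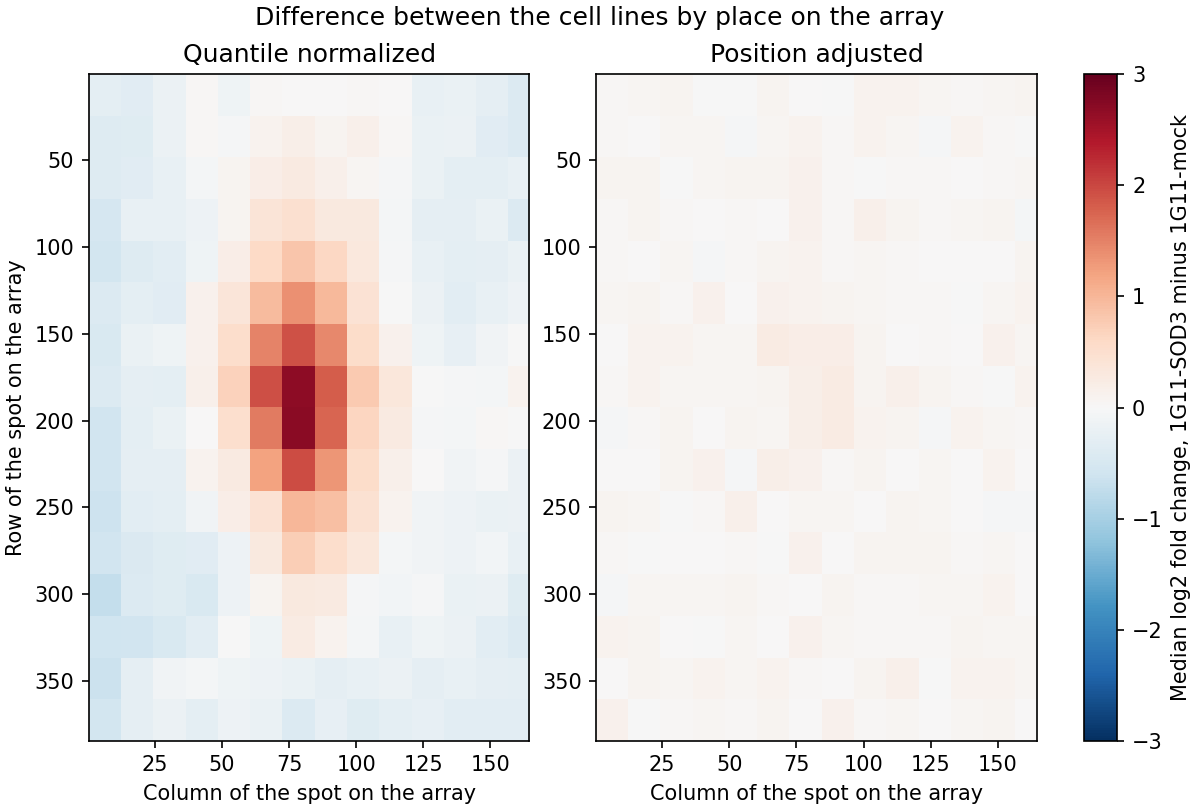
Median log2 fold change (1G11-SOD3 minus 1G11-mock, 3 arrays each) of spots well above background in blocks of 24 rows and 12 columns of the array, drawn at the place of the block, before (left) and after (right) the position adjustment. Before it, the blocks range from -0.72 to 2.72, with the highest in the middle. After it they range from -0.05 to 0.26, as the adjustment is built to do.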

To resemble the situation of the tumor endothelium, both subsets of ECs were exposed to the conditioned medium of N202.1A tumor cell cultures prior to analysis. Principal component analysis (PCA) clearly distinguished the 1G11-mock and 1G11-SOD3 cell gene expression profiles (Figure 4A). 

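Principal components were computed over the 55592 probes with a value on all 6 arrays, centered and not scaled. The first component held 47.8% of the variance and the second 18.3%. On the first component the 1G11-mock arrays scored -20.0, -56.6 and -105 (replicates 1, 2 and 3), whereas the 1G11-SOD3 arrays scored 75.7, 53.3 and 52.4. The cell lines were thus apart on this component by more than the spread of the 1G11-SOD3 arrays, but the gap between the nearest arrays of the 2 lines was smaller than the range of the 1G11-mock arrays. Among probes well above background on every array, the correlation across probes between replicate arrays was 0.942 to 0.980 in 1G11-mock and 0.963 to 0.979 in 1G11-SOD3 cells, where probes are not independent replicates. The alternative that moved the share of the first component most was its restriction to the 1628 probes called differentially expressed, a choice made after seeing the data, which gave 89.5%, a share that the choice of probes raises by itself. With dim probes left out the share was 62.5%, and with the middle of the array left out it was 37.0%. The loadings of the first component correlated across probes with the position surface of the group difference (absolute r = 0.462), and after position adjustment its share was 45.9%.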

A total of 1682 genes showed a difference in expression (fold change [Fc] of >2 or <−2, false discovery rate [FDR] < 0.05; 1132 genes upregulated, 550 downregulated) between the mock and SOD3-overexpressing 1G11 cells (Figure 4B). These differentially expressed genes coded for cytoplasmic (40.25%), nuclear (26.13%), plasma membrane (12.93%) and extracellular (7.77%) proteins. 

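In the limma fit, 1257 of 36805 genes differed by more than 2-fold at an adjusted p under 0.05 (Benjamini-Hochberg over all probes), 788 of them higher and 469 lower in 1G11-SOD3 than in 1G11-mock cells. Counted by probe, 1629 differed, 1040 higher and 589 lower. In all, 11478 probes (20.6%) had no overlap between the 3 arrays of each line, where 10% would do so by chance, and 1627 of the 1629 called probes were among them. The alternative that moved the count most was the scanner software's processed signal scaled to the 75th percentile, under which the median log2 fold change of all genes was -0.46 and 7294 genes were called, 908 higher and 6386 lower. With probes that were not well above background on every array of either line left out of it, an alternative chosen after seeing the data, 1200 were called, 724 higher and 476 lower. Leaving out 1 array moved the count of genes by over 1.5 times for 1G11-mock replicate 2 (620 genes) and for 1G11-SOD3 replicates 1, 2 and 3 (613, 804 and 669 genes). The count of lower genes also moved that far without 1G11-mock replicate 3, to 291.

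The called probes were not spread evenly over the array. In the middle, 716 of 6155 probes were called higher and 3 lower, and outside it 317 of 49236 were called higher and 582 lower. The middle held 11.1% of the probes and 68.8% of those called higher. With the middle left out, 640 genes were called, 355 higher and 285 lower. After position adjustment 1035 were called, 369 higher and 666 lower, and 475 of the 1257 genes were among them. Both alternatives were chosen after seeing the data. Of the genes with more than 1 probe, 611 had a called probe, 57 had every probe called, and 3 had probes called in opposite directions.

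The largest increases with no overlap between the lines were those of the transcripts NAP111351-1 (log2 fold change 5.16) and BC029722 (5.07) and of *Tnfaip8l1* (at least 27.2-fold), *Krt14* (4.82) and *Actr10* (4.82). All 5 probes lie in the middle of the array, and after position adjustment the log2 fold changes of those other than *Tnfaip8l1* were between 1.56 and 1.84. *Krt14* was well above background on 2 of 3 1G11-mock arrays, and *Tnfaip8l1* on none of them, so that its increase is given as a bound. That bound does not take off the effect of place, and the position surface at its spot differed between the lines by 3.71 on the log2 scale. The largest decreases were those of *Gkn2* (-4.51), *Capn9* (-4.39), *Sytl2* (-4.36), *Cib3* (-4.28) and *Cdkn2a* (-4.03), none of them in the middle, with position-adjusted values from -4.41 to -3.69. The adjusted p of these 10 genes was at most 0.00230. Of the other genes labeled in the volcano plot of Figure 4B, *Zfp637* had a log2 fold change of 1.27 (adjusted p = 0.0427), from an average of 10 copies of which the 4 in the middle reached 5.60 and the 6 elsewhere lay between 0.44 and 0.80. It passed the threshold without 1G11-mock replicate 1, but not without any of the other 5 arrays (adjusted p up to 0.139), under 6 of the alternatives set beforehand with all arrays (adjusted p from 0.0505 to 0.0981) or after position adjustment. *Snu13* had a log2 fold change of 1.01 and did not pass (adjusted p = 0.0521). It did without 1G11-SOD3 replicate 3 (1.22, adjusted p = 0.0459), and over the arrays left out in turn adjusted p ran from 0.0459 to 0.217. Under the alternatives set beforehand with all arrays adjusted p ran from 0.000900 to 0.433. A second *Snu13* probe was called at 5.21. Both *Snu13* probes lie in the middle of the array. After position adjustment the second was still called at 1.85, and the brightest was 0.60 (adjusted p = 0.158).

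**Figure D2:**
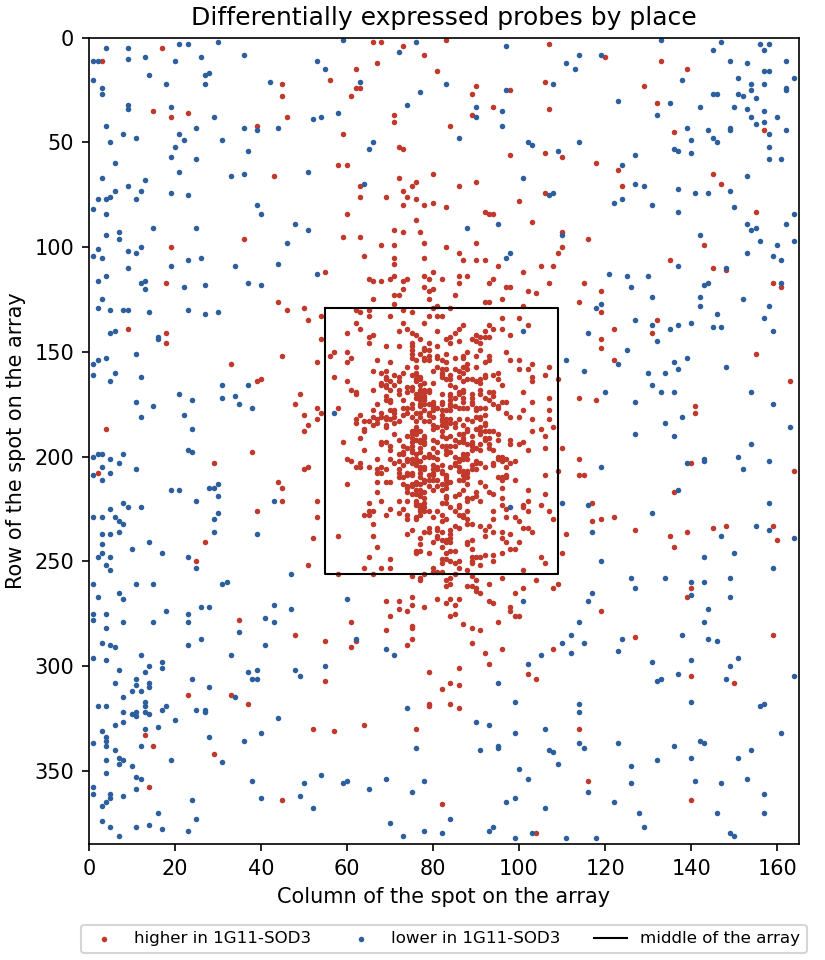
Place on the array of the probes called differentially expressed. Horizontal axis, column of the spot, and vertical axis, row of the spot, with higher (red) and lower (blue) probes in 1G11-SOD3 cells and the middle of the array outlined. Inside the outline 716 probes are higher and 3 lower.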

Other differentially expressed RNAs (12.93%) represented long, non-coding RNAs, pseudogenes or unknown sequences. An 18.9 Fc increase in SOD3 expression was recorded for the 1G11-SOD3 cells, which also showed the upregulation of genes involved in the negative regulation of apoptosis (IGF-I, TNFAIP8L1, ECSCR, FAIM2), G-protein signaling (GPS1, RGS10, RGS20, RAB3B), and metabolic and mitochondrial processes (AKR1B10, NDUFC2, SOD2, MPC2, GPI1, COX6C, TIMM8A1). In contrast, SOD3 repressed genes involved in inflammation and leukocyte trafficking, including several chemokines (CCL2, CCL7, CXCL17, CXCL10) and integrins and their regulators (CIB3, VCAM-1, ICAM-1). 

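*Sod3* was represented by 1 probe, which the annotation places on chromosome 5 from 52760685 to 52760744 of a build that the files do not give, and whose spot lies in the middle of the array (row 168, column 91). Its log2 intensity was 12.04 ± 1.95 (SD, n = 3) in 1G11-mock and 16.31 ± 0.06 (SD, n = 3) in 1G11-SOD3 cells. The 1G11-mock arrays read 13.61, 12.66 and 9.86, all below every 1G11-SOD3 array. The log2 fold change was 4.27 (standard error 0.703, adjusted p = 0.00786), or 19.2-fold. With 1 array left out it stayed between 3.17 and 5.06, and it fell short of the threshold without 1G11-SOD3 replicate 3 (adjusted p = 0.0511, against 2.95e-07 to 0.0357 under the alternatives set beforehand with all arrays). The alternatives that moved it most were the position surfaces, the lowest at 2.53, and the position adjustment used here gave 2.61 (standard error 0.509, adjusted p = 0.0264), or 6.09-fold.

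Of the 15 other genes that the paper names as upregulated, 14 were higher in 1G11-SOD3 cells and 9 were called so by their brightest probe, with log2 fold changes from 1.66 (*Faim2*) to 4.64 (*Rgs10*) besides *Tnfaip8l1*, given as a bound above. *Ecscr* (3.00, adjusted p = 0.0323) was not called without 1G11-mock replicates 2 or 3 or 1G11-SOD3 replicates 1, 2 or 3, where adjusted p ran up to 0.144, with no background correction (0.0872) or with the mean of all probes (0.0614), and *Cox6c* (3.87) was not called without 1G11-mock replicate 2 (adjusted p = 0.0552) or 1G11-SOD3 replicate 3 (adjusted p = 0.0591). On the 1G11-mock arrays *Ecscr*, *Faim2* and *Rab3b* were well above background on 1 of 3, *Rgs10* on 2 and *Tnfaip8l1* on none. The other 6 genes were *Gps1* (0.19), *Rgs20* (0.01), *Akr1b10* (0.69), *Mpc2* (0.40), *Gpi1* (-0.36) and *Timm8a1* (0.88, called without 1G11-mock replicate 3 at 1.26, adjusted p = 0.0333). A second probe was called higher for *Gps1* (4.92), *Rgs20* (1.38), *Akr1b10* (4.42), *Gpi1* (4.21) and *Timm8a1* (1.61). *Mpc2* is printed 10 times, and its copy in the middle had a log2 fold change of 3.85 while the 9 elsewhere lay between -0.46 and 0.52. The spot with the highest fold change lay in the middle of the array for 14 of these 15 genes, all but *Timm8a1*, a choice of spot that itself favors the middle, and the brightest probe lay there for 8. After position adjustment 3 of them were called, *Igf1* (3.71), *Tnfaip8l1* and *Rab3b* (1.39), and the median log2 fold change of the 15 was 0.95 against 3.00 before.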

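All 7 of these genes were called lower in 1G11-SOD3 cells, and every 1G11-SOD3 array lay below every 1G11-mock array for each of them. *Ccl2* (probe on chromosome 11 from 81850650 to 81850709) had a log2 intensity of 15.89 ± 0.64 (SD, n = 3) in 1G11-mock and 12.41 ± 0.34 (SD, n = 3) in 1G11-SOD3 cells, a log2 fold change of -3.48 (standard error 0.324, adjusted p = 0.000385). That value averages 10 copies of the probe, of which the 6 outside the middle gave -4.09 to -3.63 and the 4 inside it up to -1.54. *Vcam1* (probe on chromosome 3 from 115813216 to 115813275) had log2 intensities of 16.79 ± 0.46 and 13.77 ± 0.37 (SD, n = 3 each), a log2 fold change of -3.02 (adjusted p = 0.000385), and its second probe gave -3.46. The log2 fold change was -2.78 for *Ccl7*, -1.33 for *Cxcl17*, -2.07 for *Cxcl10* and -1.99 for *Icam1*, and *Cib3* is among the largest decreases given above. No probe of these genes lies wholly in the middle. Leaving out 1 array changed the call of 3 of them. *Cxcl10* fell short of the threshold without 1G11-mock replicate 1 (adjusted p = 0.0593) or without 1G11-SOD3 replicate 1, 2 or 3 (0.0718, 0.0548 and 0.149). *Cxcl17* did so without 1G11-SOD3 replicate 1 (0.0591) or 3 (0.0582), and *Icam1* without any array other than 1G11-mock replicate 1 (adjusted p between 0.0524 and 0.133). With all arrays, *Cxcl10* and *Icam1* were not called with no background correction (adjusted p = 0.103 and 0.0963) or with the mean of all probes (0.0548 and 0.0545). After position adjustment none of the 3 was called, with log2 fold changes of -1.03, -1.40 and -1.66 for *Cxcl17*, *Cxcl10* and *Icam1* (adjusted p = 0.0592, 0.107 and 0.0664). For *Icam1* the paper also reports similar mRNA in the cell lines, unstimulated or given TNF-α rather than tumor cell medium.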

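Among the laminin chain genes, *Lama5*, with its probe on chromosome 2 from 179911079 to 179911138, had a log2 intensity of 13.59 ± 0.23 (SD, n = 3) in 1G11-mock and 11.75 ± 0.42 (SD, n = 3) in 1G11-SOD3 cells. The log2 fold change was -1.83 (standard error 0.265, adjusted p = 0.00392), and every 1G11-SOD3 array was below every 1G11-mock array. It stayed between -1.99 and -1.62 with 1 array left out, and the alternative that moved it most, the processed signal scaled to the 75th percentile, gave -1.16 (adjusted p = 0.0339, the highest over the alternatives set beforehand with all arrays, of which the lowest was 0.00112). The probe lies outside the middle of the array, and the position-adjusted value was -1.42 (adjusted p = 0.00983). *Lama4*, with its probe on chromosome 10 from 38825794 to 38825853, had a log2 intensity of 11.30 ± 0.34 (SD, n = 3) in 1G11-mock and 12.13 ± 0.21 (SD, n = 3) in 1G11-SOD3 cells, again with no overlap. Its log2 fold change was 0.83 (standard error 0.248, adjusted p = 0.116), below 2-fold and not past the threshold. It was between 0.69 and 1.03 with 1 array left out and was called in none of those fits, and after position adjustment it was 0.93 (adjusted p = 0.0435). *Lamb2*, *Lamb1* and *Lamc1* were not called. *Lamb2*, whose probe lies in the middle, was 0.70 and turned to -0.33 after position adjustment. *Lamb1* was 0.40, or 1.16 and called with the processed signal (adjusted p = 0.0315, against up to 0.574 under other processing set beforehand). *Lamc1* was -0.48. *Lama1* and *Lamc3* were not well above background on any array and *Lama2* on 1 1G11-SOD3 array only, so that no fold change is given for them, and *Lama3* (-0.11) was well above background on 1 of 3 1G11-mock and 3 of 3 1G11-SOD3 arrays.

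**Figure D3:**
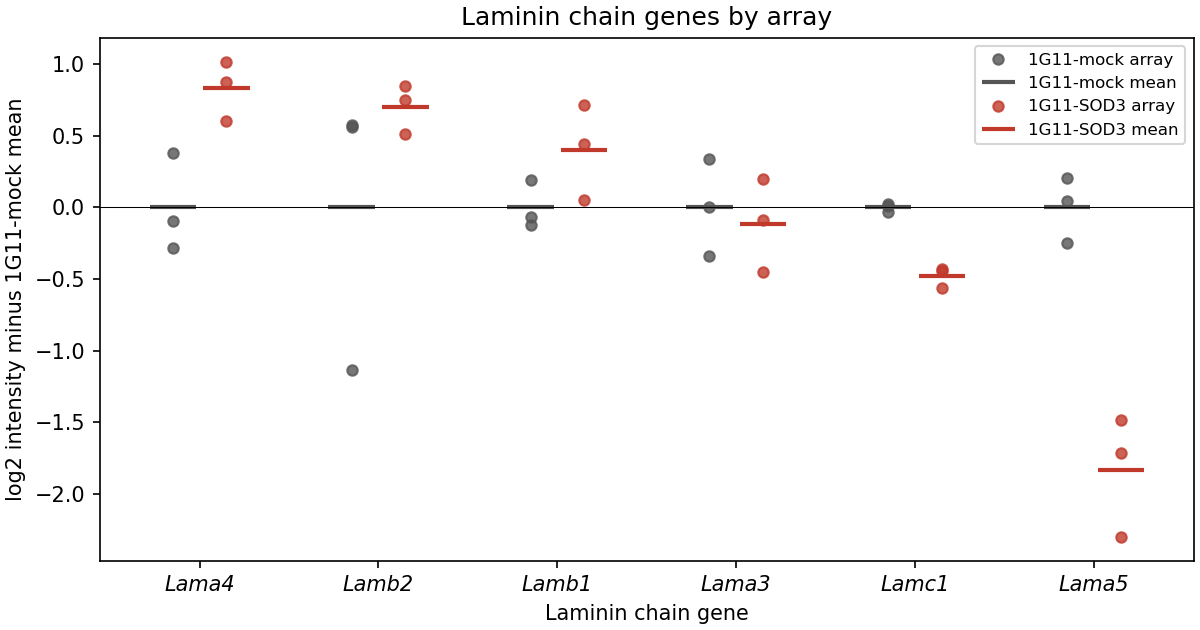
Log2 intensity of 6 laminin chain genes (horizontal axis) on each array, less the mean of the 1G11-mock arrays for that gene (vertical axis). Points are single arrays, 3 per cell line, and bars their means. The mean of 1G11-SOD3 arrays is 0.83 for *Lama4* and -1.83 for *Lama5*.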

Significant SOD3-induced *LAMA5* downregulation was also observed, whereas *LAMA4* tended to be upregulated in 1G11-SOD3 cells (Figure 4C). *WISP2*, a positive regulator of *LAMA4* [32], was also significantly upregulated (Fc + 12.36; FDR = 6.9 × 10^−5^) in these cells. 

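*WISP2* is listed by its present symbol, *Ccn5*, on the basis of the sequence its probe was designed on, with the probe on chromosome 2 from 163658717 to 163658776 and outside the middle of the array. Its log2 intensity was 8.42 ± 0.39 (SD, n = 3) in 1G11-mock and 12.06 ± 0.36 (SD, n = 3) in 1G11-SOD3 cells. The probe was well above background on 2 of 3 1G11-mock arrays and on all 1G11-SOD3 arrays. The log2 fold change was 3.64 (standard error 0.276, adjusted p = 0.000125), or 12.5-fold, larger than the spread between replicates. Leaving out 1 array gave 3.47 to 3.82, and the alternatives set beforehand with all arrays gave 3.17 to 4.79.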

The gene expression data were also subjected to Ingenuity Pathway Analysis (IPA). Many of the canonical pathways significantly regulated by SOD3 were related to inflammatory processes, oxidative stress and actin remodeling (Figure 4D). Among them, the Wnt/ß-catenin pathway (*p* = 0.02, z-score: 0.53), previously implicated in *LAMA4* induction in tumor endothelium [32], was activated. 

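To measure such shifts without the pathway software, 12 gene lists were written from general knowledge, 1 brightest probe per gene was taken, and each list was tested against all other genes with camera (preset correlation, Benjamini-Hochberg over the 12 lists). A list of 21 Wnt/β-catenin target genes, *Ccn5* among them, had a median log2 fold change of -0.0043 and a mean of 0.18 (adjusted p = 0.825), so that median and mean differed in sign. 10 members were higher and 11 lower in 1G11-SOD3 cells. The alternative that moved the median most was the processed signal scaled to the 75th percentile, at -0.44, where the median of all genes moved as far. Adjusted p lay between 0.314 and 0.931 over the alternatives set beforehand with all arrays. 2 members were called higher, *Ccn5* and *Ccnd1*, and 2 lower, *Nkd2* and *Rnf43*, the last 3 being named after their values were seen. Adjusted over the list alone, 4 members passed. After position adjustment, 1 member was called higher and 1 lower, and the log2 fold change of *Ccnd1* went from 2.69 to 0.68. Only 6 members were well above background on all 6 arrays, which limits what the list can show.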

Four molecular networks with an IPA score of >30 (number of genes participating in a particular network) were also identified (Figure S6). The enrichment of downregulated genes involved in the “antimicrobial and inflammatory response” network is noteworthy, suggesting an anti-inflammatory activity for SOD3. In agreement with this idea, a large number of upstream transcriptional regulators related to the NF-κB pathway showed a z-score compatible with inhibition in the 1G11-SOD3 cells (Figure 4E). Indeed, NF-κB targeted the transcription of 38 differentially expressed genes (FDR < 0.05), most of them repressed in 1G11-SOD3 cells (Figure 4F). 

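Figure 4F draws 38 genes, of which 36 were matched to a probe. Since the figure chose them from these arrays, their tallies are a description and no test. Of the 30 genes drawn as lower, 28 had a probe, and 27 of these were well above background on at least 1 array. All 27 had a log2 fold change below 0 in 1G11-SOD3 cells, and 25 were called, as were 7 of the 8 drawn as higher. The median log2 fold change was -1.79 among these 27 genes and 1.59 among those drawn as higher. In total 32 genes were called in the drawn direction. With 1 array left out that count was between 21 and 29, and it fell by over 1.5 times without 1G11-SOD3 replicate 3. It was 24 without 1G11-SOD3 replicate 1 and 24 without 1G11-SOD3 replicate 2. After position adjustment 25 were called, 7 of those drawn as higher and 18 of those drawn as lower. The genes drawn as higher and called had log2 fold changes of 2.28 for *Ncam1*, 1.64 for *Lsp1*, 1.53 for *Cxcl12* and 1.36 for *Tnfrsf11b*, besides *Sod3*, *Sfrp2* and *Col18a1*. *Sfrp2* and *Col18a1* were not well above background on any 1G11-mock array and are given as at least 7.62-fold and at least 2.78-fold higher, and *Tnfrsf11b* was well above background on 1 of 3. *Tnfrsf11b* was not called without 1G11-mock replicate 2 (adjusted p = 0.0559) or 1G11-SOD3 replicate 3 (adjusted p = 0.0594). The genes not called were *Tgfb1* (-0.51, drawn as higher), *Csf1* (-0.53), *Relb* (-1.12, with a second probe called at -1.52) and *Cxcl2*, which was not well above background on any array, so that no fold change is given for it. *Tgfb1* and *Csf1* are printed 10 times, with 2 copies each in the middle. Those copies reached 2.83 for *Tgfb1* and 3.64 for *Csf1*, whereas the 8 copies elsewhere lay between -1.04 and -0.20 and between -1.18 and 0.01.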

Gene set enrichment analyses (GSEA) confirmed the negative regulation of NF-κB target genes in both the canonical and non-canonical pathways in 1G11-SOD3 cells compared to mock cells (Figure 4G). Together, these data reveal the inhibition of the NF-κB pathway as a major function of SOD3 in 1G11 cells. 

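A list of 60 NF-κB target genes, 59 of them with a probe, was tested as a set. It was not the collection that the paper used. All of its members called lower, other than *Nfkbiz* and *Saa3*, are also drawn in Figure 4F, which chose its genes from these arrays. *Nfkbiz* and *Saa3* were named after their values were seen. No test left out the shared members, so the list is not evidence independent of that figure. The median log2 fold change was -0.41 and the mean -0.69, with 46 members lower and 13 higher in 1G11-SOD3 cells (adjusted p = 6.39e-09). 15 members were called lower and 2 higher, and 21 passed when adjusted over the list alone. The higher ones were *Sod2* and *Birc2*, the latter named after its value was seen, and their log2 fold changes were 4.24 and 2.50. After position adjustment these were 0.95 and -0.11, and neither was called. The median stayed between -0.58 and -0.40 with 1 array left out. The alternative that moved it most was leaving out dim probes, at -1.09. The position-adjusted median was -0.44 (adjusted p = 2.80e-10) and the median with the middle left out -0.56 (adjusted p = 2.52e-13). The call rested on the preset correlation between genes. Over the alternatives set beforehand with all arrays, adjusted p lay between 3.13e-09 and 0.220, the highest with the correlation estimated from the data, and it was 0.0523 under fry. Of the lists past the threshold under camera, only the cell cycle list (adjusted p = 0.0398) and the mesenchymal list (adjusted p = 0.00256) passed it under fry, and none did with the estimated correlation.

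**Figure D4:**
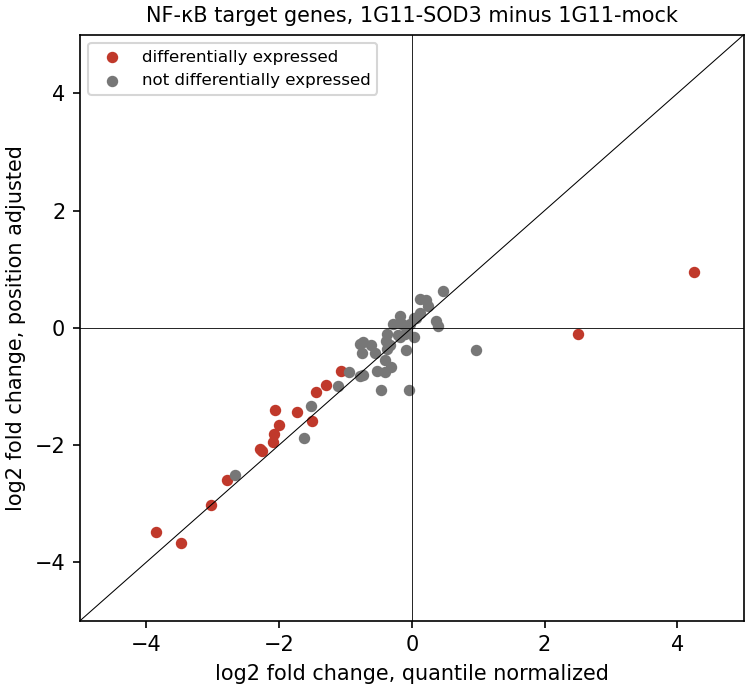
Log2 fold change (1G11-SOD3 minus 1G11-mock, 3 arrays each) of the 59 NF-κB target genes of the list before (horizontal axis) and after (vertical axis) the position adjustment. Each point is a gene, red where it was called before adjustment, and the diagonal marks equal values. 46 of the genes lie below 0 on the horizontal axis, and the 2 red points above 0 on it are *Sod2* and *Birc2*.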

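Among the 10 members and immediate regulators of the pathway that the paper names, 8 were well above background on at least 1 array. All 8 had a log2 fold change below 0, with a median of -0.53, and 1 was called. *Nfkbia* had log2 intensities of 15.84 ± 0.14 and 14.55 ± 0.36 in 1G11-mock and 1G11-SOD3 cells (SD, n = 3 each), a log2 fold change of -1.29 (adjusted p = 0.0173). It was not called without 1G11-mock replicate 2 or 3 or without 1G11-SOD3 replicate 1 or 2, with adjusted p between 0.0567 and 0.0791, nor with the processed signal (-0.90, below 2-fold), and at -0.98 it fell just short of 2-fold after position adjustment. In an experiment with TNF-α in place of tumor cell medium, the paper saw no difference in its mRNA (IκBα) between the cell lines. *Fas*, a target gene that the paper names, at -1.51 (adjusted p = 0.00995), was called with each array left out in turn and after position adjustment. The subunit genes were not called, with log2 fold changes of -0.52 for *Rela*, -0.21 for *Nfkb1* and -0.73 for *Nfkb2*. The same held for *Chuk* (-0.50), *Ikbkb* (-0.54) and *Nfkbib* (-0.33, or 0.04 with the processed signal). *Rel* and *Tnf* were not well above background on any array. From the regulators that its pathway software predicts to be inhibited, the repressed target genes of Figure 4F and the enrichment analysis of Figure 4G, the paper concludes that inhibition of the NF-κB pathway is a major function of SOD3 in these cells.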

### 3.5. SOD3 Attenuates the NF-κB Pathway in Endothelial Cells

To confirm the role of SOD3 affects the activation of the canonical NF-κB pathway, 1G11-mock and 1G11-SOD3 cells were stimulated with TNF-α (a well-established activator of this pathway), and the nuclear translocation of the p65 (RelA) subunit was analyzed by immunofluorescence. Under basal conditions (unstimulated), nuclear p65 levels were higher in the mock than in the SOD3-expressing cells (Figure 5A). Nonetheless, differences became significant after TNF-α stimulation, which triggered massive p65 nuclear translocation in the mock cells, but only a modest translocation in the 1G11-SOD3 cells (Figure 5A,B). This reduction of p65 nuclear translocation in the 1G11-SOD3 cells correlated with the reduced transcription of NF-κB target genes, such as *CCL2*, *CXCL10*, *FAS* and *VCAM-1* (Figure 5C). CCL2 and VCAM-1 protein levels were also reduced in 1G11-SOD3 compared to the mock cells (Figure S7A,B), in agreement with their transcriptional downregulation. Remarkably, *ICAM-1* mRNA levels were comparable between mock- and SOD3-overexpressing cells, either in basal conditions or after TNF-α stimulation (Figure S7C).

To confirm a role for SOD3 in NF-κB-mediated transcription, 1G11-mock and 1G11-SOD3 cells expressing a NF-κB-luciferase reporter construct were stimulated with conditioned medium from the N202.1A tumor cell line. This increased NF-κB promoter activity in a time-dependent manner, but more strongly in the 1G11-mock than in the 1G11-SOD3 cells (Figure 5D). 

### 3.6. SOD3 Inhibits the NF-κB Pathway by Stabilizing IκBα 

The above results support the idea that SOD3 is a negative regulator of the transcriptional activity of NF-κB. It is noteworthy that 1G11-mock and 1G11-SOD3 cells showed similar p65 protein levels (Figure S8A,B), suggesting that SOD3 inhibits NF-κB transcription by post-translational mechanisms. The nuclear translocation of NF-κB is inhibited by IκB proteins, the degradation of which is regulated by phosphorylation [11]. To determine whether SOD3 affects IκBα degradation, 1G11-mock and 1G11-SOD3 cells were treated with cycloheximide (a protein synthesis inhibitor) and IκBα protein levels analyzed at different times after TNF-α stimulation (Figure 6A and Figure S9). IκBα levels were significantly higher in the unstimulated 1G11-SOD3 than in the mock cells; however, TNF-α stimulation reversed these differences over time (Figure 6B). Indeed, the half-life of IκBα protein was comparable between 1G11-mock (17.83 ± 6.5 min) and 1G11-SOD3 (17.97 ± 6.02 min) cells after TNF-α stimulation, suggesting that SOD3 stabilizes IκBα but does not completely prevent its degradation after a strong stimulus. Although TNF-α stimulation increased IκBα mRNA levels, no differences were seen between the 1G11-mock and 1G11-SOD3 cells (Figure S8C), indicating that SOD3 regulates IκBα levels exclusively through post-translational mechanisms.

To gain further insight into how SOD3 stabilizes IκBα, IκBα ubiquitination was analyzed in unstimulated 1G11-mock and 1G11-SOD3 cells in the presence of MG132, a proteasome inhibitor. The time-dependent accumulation of phosphorylated and polyubiquitinated forms of IκBα was greater in the mock than in the SOD3-overexpressing cells (Figure 6C and Figure S10). Densitometric analyses indicated a significant reduction in phosphorylated IκBα in the 1G11-SOD3 compared to the mock cells (Figure 6D). These results indicate that SOD3 overexpression inhibits NF-κB transcription by preventing IκBα phosphorylation, a key step in IκBα ubiquitination and degradation [10].

### 3.7. SOD3 Regulates LAMA5 Expression via the NF-κB Pathway 

The NF-κB pathway has been reported to be a positive regulator of *LAMA5* in colorectal cancer cells [47]. In the present work, NF-κB pathway activation was also seen to induce *LAMA5* transcription in ECs in a time-dependent manner (Figure 7A). *LAMA4* mRNA levels were, however, not affected by TNF-α stimulation, suggesting a specific effect of NF-κB on the *LAMA5* promoter. The NF-κB-mediated regulation of *LAMA5* was confirmed by the treatment of the 1G11-mock cells with BAY11-7082, which inhibits IκBα phosphorylation and hence NF-κB activation; this reduced *LAMA5* expression and the intensity of laminin α5 staining (Figure 7B–D). Since SOD3 inhibits the NF-κB pathway, it was reasoned that SOD3-overexpressing cells should prevent *LAMA5* induction after NF-κB stimulation. Indeed, TNF-α stimulation induced *LAMA5* expression in 1G11-mock but not in 1G11-SOD3 cells (Figure 7E–G). These results suggest that high SOD3 levels reduce endothelial *LAMA5* expression via the inhibition of the NF-κB pathway. It is remarkable that SOD3 overexpression in human microvascular cells (HDMEC) downmodulated *LAMA5* mRNA levels while increased those of *LAMA4*, and this was associated with a downregulation of NF-κB target genes, such as *CCL2*, *CXCL10* and *VCAM-1*, compared to mock-transduced HDMEC cells (Figure S11). These results suggest that SOD3/NF-κB/*LAMA5* pathway is also operative in human endothelial cells.

## 4. Discussion

The balance of laminin α4/laminin α5 isoforms in the endothelial BM plays an instructive function in regulating the diapedesis of immune cells [23]. Understanding the molecular circuits that regulate the levels of these isoforms in the endothelial BM of tumor blood vessels might therefore be key in improving immune surveillance for cancer. The present work suggests that the antioxidant enzyme SOD3 is a negative regulator of laminin α5 expression in tumor ECs. SOD3 overexpression or incubation of an endothelial cell line with extracellularly added SOD3 was found to reduce *LAMA5* mRNA and laminin α5 staining in ECs. SOD3 also prevented the induction of *LAMA5* expression by NF-κB, suggesting this pathway to be a major target for SOD3-induced *LAMA5* repression. High levels of SOD3 in the milieu of EG7-SOD3 tumors grafted in syngeneic mice or EG7 tumors implanted in SOD3^EC-Tg^ mice were also correlated with a reduction in laminin α5 staining intensity in tumor blood vessels, supporting a role for SOD3/*LAMA5* interactions in vivo. Importantly, SOD3 levels were also positively associated with high laminin α4 immunostaining in these tumors, which is likely to shift the laminin α4/α5 balance towards the laminin α4high/laminin α5 low phenotype observed in postcapillaries at sites of leukocyte extravasation [26,28,30]. Indeed, SOD3 has been linked with increased T cell infiltration and immune surveillance in mouse and human tumors, an effect dependent on NO-induced stabilization of HIF-2α in ECs [33]. A scenario is therefore proposed in which high levels of SOD3 differentially regulates the transcription of *LAMA4* and *LAMA5* specifically in tumor endothelium by acting on distinct transcriptional regulators: the stabilization of HIF-2α for *LAMA4* induction, and the inhibition of NF-κB for *LAMA5* repression (see graphical abstract).

A corollary to the model proposed above is that high levels of SOD3 might increase the infiltration of anti-tumor effector T cells into the TME by reducing *LAMA5* expression in ECs; since high density of CD8^+^ T cells has been associated to better prognosis in some types of cancer, *LAMA5* levels might thus influence tumor prognosis. Supporting this hypothesis, analysis of TCGA data with TIMER algorithm showed a negative correlation between *LAMA5* mRNA levels and the intratumor CD8^+^ T cell signature for some cancers types, including stomach, lung and ovarian (Table S2). Notably, high *LAMA5* expression in tumors negatively impacted the survival of patients with gastric, lung and ovary tumors (Figure S12). Although these data suggest an association between *LAMA5*, CD8^+^ T cell density and tumor prognosis, they must be taken with caution since *LAMA5* mRNA levels recorded in these databases are derived from the whole tumor tissue, without distinction between neoplastic and endothelial cells. Laminin-α5 can be a component of the basement membrane of the tumor epithelium, regulating tumor cell proliferation and migration [48]. Therefore, laminin-α5 might have different activities in cancer prognosis depending of its spatial compartmentalization.

In apparent contradiction, whereas SOD3 enhances tumor infiltration of effector T cells in the TME by changing the laminin α4/α5 balance, also reduces the expression of endothelial adhesion molecules required for leukocyte diapedesis. A possible explanation for this conundrum is that, in contrast to previous studies [49], we found no changes in *ICAM-1* transcription associated to SOD3 overexpression (Figure S7C). High ICAM-1 expression levels on endothelial cells have been linked to T cell transcellular diapedesis [50,51], which is also the preferred pathway for diapedesis of effector and effector memory CD8+ T cells [52]. Further research is needed to clarify the role of SOD3 on ICAM-1 transcription in the tumor endothelium.

The present results are consistent with the concept that SOD3 inhibits inflammation by targeting the NF-κB pathway [49,53,54,55,56], potentially by inhibiting IκB phosphorylation. IκB proteins inhibit NF-κB translocation into the nucleus, an inhibitory mechanism overturned by IκB phosphorylation (catalyzed by the IKK complex) [14]. In the present work, SOD3 overexpression did not change IκBα mRNA levels but reduced IκBα phosphorylation and consequently its degradation, increasing IκBα levels and its inhibitory capacity. It should be noted that major differences in IκBα levels were seen between the mock-transfected and SOD3-overexpressing cells in the basal state, and that these differences disappeared upon TNF-α stimulation. It may be that IκB does not totally prevent the constitutive shuttling of NF-κB between the cytosol and nucleus, and that a low level of transcriptional activity occurs in non-activated cells [57]. This basal NF-κB activity would depend on the dissociation/re-association kinetics of the IκB/p65RelA interaction [58], which in turn is determined by the concentration of the reactants. Immunoblot analyses showed SOD3 to reduce IκBα phosphorylation and consequently increase the IκBα protein available under basal conditions, changing the IκB/p65RelA ratio towards a more inhibitory state. After strong stimulation, SOD3 attenuates but does not completely inhibit IκBα phosphorylation. Therefore, SOD3 seems not to fully prevent the ubiquitination or proteasomal degradation of IκB.

The precise mechanism by which SOD3 impairs IκBα phosphorylation deserves future exploration. A potential mediator might be NO; this is known to interfere with IκBα phosphorylation [59,60], and its levels are increased by the antioxidant activity of SOD3 [37]. However, an intriguing observation is that *LAMA5* transcription is not affected by SOD1, another antioxidant enzyme that can increase NO levels in the cytoplasm [61]. Indeed, both SOD1 and SOD3 comparably induced *LAMA4* transcription in 1G11 cells. This suggests that additional SOD3-specific mechanism(s) control the NF-κB pathway. 

The relatively large number of genes showing changes in their expression due to SOD3 overexpression was unexpected. Some of these differentially regulated genes produce products involved in processes that are likely regulated by an antioxidant enzyme, such as NO signaling, the response to oxidative stress, or the activation of signaling pathways previously reported as influenced by SOD3, such HIF and WNT/β-catenin [32,37]. 

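In the arrays of 1G11-mock and 1G11-SOD3 cells, 25 HIF target genes had a median log2 fold change of -0.09 and a mean of 0.06 (adjusted p = 0.911), which differ in sign. 1 member, *Ankrd37*, was called higher, and the same number passed when adjusted over the list alone. Named after its value was seen, *Ankrd37* went from 2.38 to 0.21 after position adjustment. The list's median was above 0 and past the threshold with the processed signal scaled to the 75th percentile (0.05, adjusted p = 0.00986) and with quantile normalization replaced by scaling to the 75th percentile (0.08, adjusted p = 0.0209), against an adjusted p of up to 0.993 under other processing set beforehand. The second of these scalings moved the median of all genes to -0.31. For 20 NRF2 target genes, which respond to oxidative stress, 8 were higher and 12 lower, and the median was -0.12 (adjusted p = 0.347 over the 19 with a value on every array). No member was called by limma, over all genes or adjusted over the list alone, and no alternative took that list past the threshold.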

Some of the other processes identified, for example, the regulation of the sumoylation pathway, were unexpected and merit further study. It is also evident that many of the predicted regulators affected by SOD3 are controllers of inflammation; in addition to NF-κB, SOD3 might influence signaling pathways elicited by Toll-like receptors, type-II interferons and STAT transcription factors. It may be that SOD3 influences all these regulators by affecting a single master regulator of inflammation, such as NF-κB. Nonetheless, the observation that SOD3 can enter the nucleus of ECs opens up the possibility that it alters transcription in these cells by modifying epigenetic regulators through redox-induced or NO-mediated reactions [62,63,64].

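A list of 20 genes of the sumoylation machinery had a median log2 fold change of 0.03 in 1G11-SOD3 relative to 1G11-mock cells (adjusted p = 0.347), with 12 members higher and 8 lower. *Sumo3*, named after its value was seen, was the 1 member called over all genes and adjusted over the list alone, at 1.09, or 0.11 after position adjustment. The list passed the threshold with the processed signal scaled to the 75th percentile (0.27, adjusted p = 0.000613) and with scaling to the 75th percentile alone (0.05, adjusted p = 0.00218). Under the remaining alternatives set beforehand adjusted p was up to 0.454 with all arrays and up to 0.563 with 1 left out. After position adjustment the median was 0.15 (adjusted p = 0.490).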

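The list of 37 interferon response genes had a median log2 fold change of -1.04 and a mean of -1.03 in 1G11-SOD3 relative to 1G11-mock cells (adjusted p = 3.41e-12), and 33 members were lower. 13 were called lower and 1 higher, and 19 passed when adjusted over the list alone. The higher one, *Irgm1*, was named after its value was seen and went from 2.12 to 0.35 after position adjustment, where the median of the list was -1.19. The median with 1 array left out stayed between -1.36 and -0.79. Adjusted p was 0.0582 under fry and 0.220 with the correlation estimated from the data. The lowest was 1.08e-12 over the alternatives set beforehand with all arrays, 3.72e-17 with 1 array left out, 1.38e-17 after position adjustment and 4.91e-19 with the middle left out. 1 gene, *Cxcl10*, is in both this list and the list of NF-κB targets.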

## 5. Conclusions

In conclusion, this study shows that SOD3 represses the transcription of *LAMA5* in tumor ECs. This activity is SOD3-specific and not shared by the anti-oxidant enzyme SOD1. SOD3-induced *LAMA5* repression is associated to the inhibition of the NF-κB pathway, through a mechanism involving the prevention of IκBα phosphorylation and consequently its degradation. These results, plus those of earlier studies [32], highlight the potential of SOD3 to be a major player in the regulation of laminin α4 and laminin α5 in the endothelial BM of tumor vasculature, shifting the laminin α4/α5 balance towards a phenotype observed in postcapillaries at sites of leukocyte extravasation. SOD3 may thus increase the infiltration of anti-tumor effector cells into the TME, explaining the better prognosis associated with high SOD3 levels in some types of cancer.

## Figures and Tables

**Figure 1:**
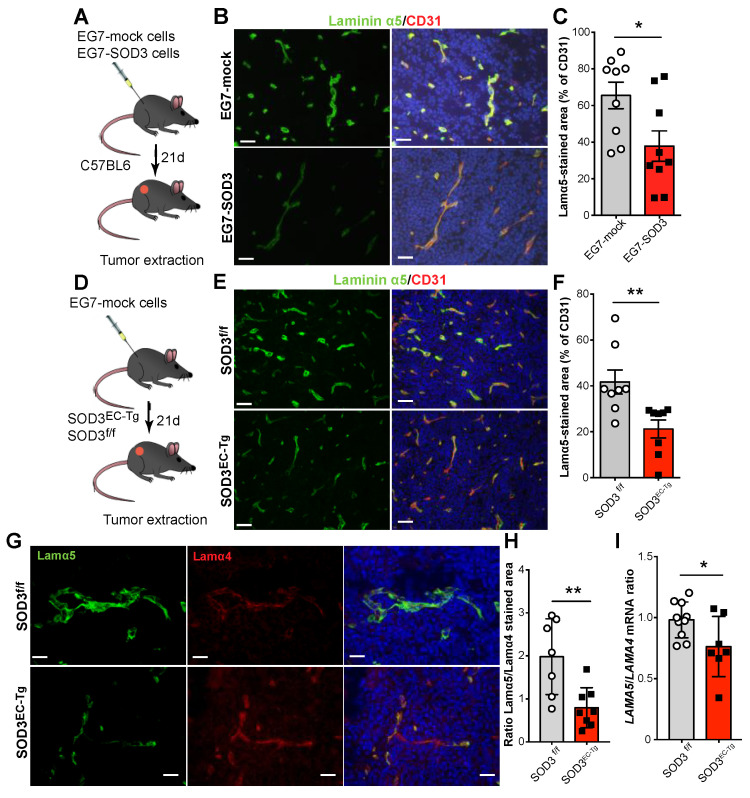
SOD3 downregulates laminin α5 and modifies the laminin α5/laminin α4 ratio in the tumor vasculature. (**A**) Diagram of tumor generation by subcutaneous (s.c.) injection of EG7-mock or EG7-SOD3 cells into C57BL6 mice (*n* = 7 mice/group). (**B**) Laminin α5 (green) and CD31 (red) staining from tumors as in **A**; nuclei were DAPI counterstained (blue). Representative images are shown. Scale bars 50 µm. (**C**) Stained laminin α5 and CD31 areas were quantified using Image J software with images as in B. The stained laminin α5 area is expressed as the percentage of that determined for CD31 (*n* = 9 fields/condition). * *p* < 0.05; two-tailed *t*-test. (**D**) Diagram of s.c. EG7 tumors in endothelial cell-specific SOD3 transgenic (SOD3^EC-Tg^) and control (SOD3^Cre-^) mice (*n* = 9 mice/group). (**E**) Representative images of laminin α5 (green) and CD31 (red) staining of EG7 tumors in SOD3^EC-Tg^ and SOD3^f/f^ mice; nuclei were DAPI counterstained (blue). Scale bars 50 µm. (**F**) Quantification of stained laminin α5 area expressed as a percentage of the stained CD31 area using images as in **E** (*n* = 8–9 fields/condition). ** *p* < 0.01; two-tailed *t*-test. (**G**) Representative images of stained laminin α5 (green) and laminin α4 (red) EG7 tumors implanted in SOD3^f/f^ and SOD3^EC-Tg^ mice; nuclei were stained with DAPI (blue). Scale bars 25 µm. (**H**) Quantification of the laminin α5/laminin α4 ratio, determined as that between the stained area for each protein (*n* = 7–8 fields/condition). ** *p* < 0.01; Mann-Whitney test. (**I**) Ratio of the relative *LAMA5* and *LAMA4* mRNA levels isolated from EG7 tumors grafted into SOD3^Cre-^ and SOD3^EC-Tg^ mice. Each dot represents the mean of a triplicate from an independent tumor sample. * *p* < 0.05; Mann-Whitney test. The tumor growth kinetics, survival data and SOD3 expression of the tumors here analyzed have been previously reported [32].

**Figure 2:**
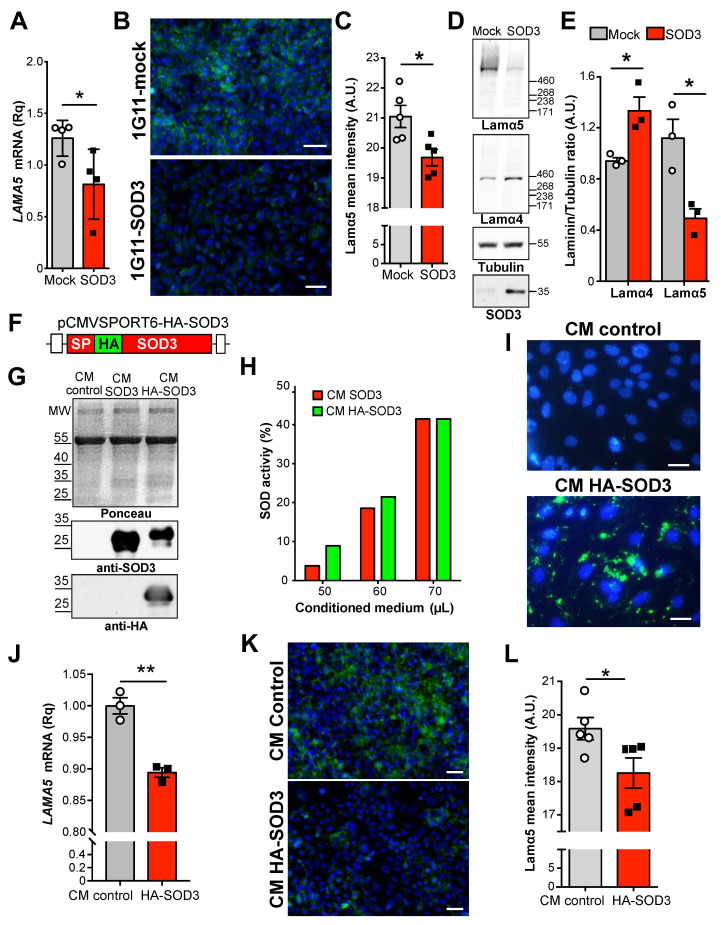
SOD3 downregulates laminin α5 expression in endothelial cells. (**A**) *LAMA5* mRNA levels in 1G11-mock and 1G11-SOD3 cells determined by RT-qPCR. Each dot represents the mean of a triplicate from an independent experiment. * *p* < 0.05; two-tailed *t*-test. (**B**) Laminin α5 (green; antibody 504) staining in 1G11-mock and 1G11-SOD3 cells; nuclei were DAPI counterstained (blue). Representative images are shown. Scale bars 50 µm. (**C**) Quantification of laminin α5 mean fluorescence intensity from images as in **B** (*n* = 5 fields/condition). * *p* < 0.05; two-tailed *t*-test. (**D**) Cell extracts from 1G11-mock and 1G11-SOD3 were resolved by 4–12% SDS-PAGE and sequentially immunoblotted with anti-laminin α5, anti-laminin α4, anti-SOD3 and anti-α tubulin, as loading control. (**E**) Densitometric quantification of laminin α5/tubulin and anti-laminin α4/tubulin ratio from immunoblots as in (**D**) (*n* = 3). * *p* < 0.05; two-tailed *t*-test. (**F**) Diagram of the HA-tagged SOD3 form cloned in the pCMV-SPORT6 vector. SP, signal peptide; HA, influenza hemagglutinin. (**G**) Conditioned medium (CM) from cells transfected with the empty vector (control), SOD3 or HA-SOD3, resolved by SDS-PAGE. Transferred proteins were visualized with Ponceau red (**upper panel**) and then immunoblotted with anti-SOD3 (**middle**) and anti-HA antibodies (**lower**). Representative of three experiments. (**H**) SOD activity in SOD3 and HA-SOD3 CM. (**I**) 1G11 cells were incubated with control or HA-SOD3 CM and SOD3 visualized with an anti-HA antibody (green); nuclei were DAPI-counterstained (blue). Scale bars 25 µm. (**J**) Relative *LAMA5* mRNA levels in 1G11 cells incubated with control or HA-SOD3 CM (*n* = 3). ** *p* < 0.01; two-tailed *t*-test. (**K**) Laminin α5 staining (green; antibody 504) in 1G11 cells incubated with control or HA-SOD3 CM; nuclei were DAPI-counterstained (blue). Scale bars 50 µm. (**L**) Quantification of laminin α5 mean fluorescence intensity from (**K***)* (*n* = 5 fields/condition). * *p* < 0.05; two-tailed *t*-test.

**Figure 3:**
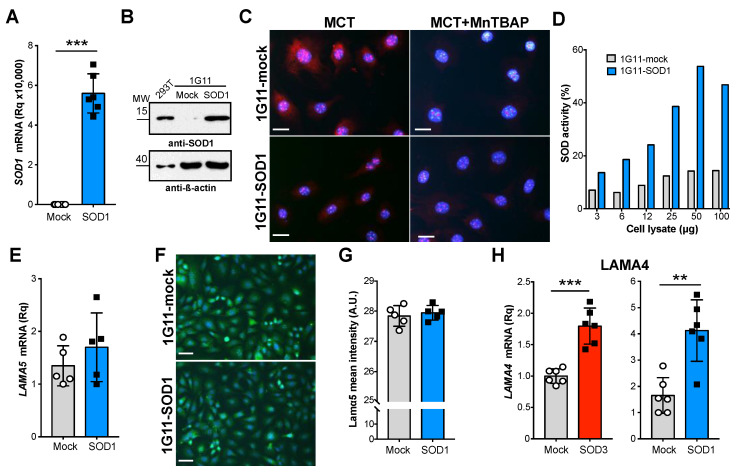
SOD1 does not affect laminin α5 expression in endothelial cells. (**A**) mRNA levels of human SOD1 in 1G11-mock and 1G11-SOD1 cells, as determined by RT-qPCR. Each dot represents the mean of a triplicate from an independent experiment *** *p* < 0.001; two-tailed *t*-test. (**B**) Human SOD1 protein levels in 1G11-mock and 1G11-SOD1 cells as determined by immunoblotting; HEK-293T cells were used as a human SOD1 reference. Immunoblots were rehybridized with an anti-β-actin antibody as a loading control. A representative experiment is shown. (**C**) 1G11-mock and 1G11-SOD1 cells were incubated (14 h) with the conditioned medium from N202.1A tumor cell line cultures (MCT) and then stained with DHE (red); nuclei were DAPI-counterstained (blue). Treatment with the SOD mimetic MnTBAP was used as control (right panels). Scale bars 25 µm. (**D**) SOD activity in 1G11-mock and 1G11-SOD1 cell extracts. (**E**) Relative *LAMA5* mRNA levels in 1G11-mock and 1G11-SOD1 cells. Each dot represents the mean of a triplicate from an independent experiment (*n* = 5). *p* = 0.32, two-tailed *t*-test. (**F**) Representative images of laminin α5 (green; PAC078MV01) staining in 1G11-mock and 1G11-SOD1 cells; nuclei were DAPI counterstained (blue). Scale bars 50 µm. (**G**) Quantification of laminin α5 mean fluorescence intensity from the images as in (**F**) (*n* = 5 fields/condition). *p* = 0.58; two-tailed *t*-test. (**H**) Relative *LAMA4* mRNA levels in 1G11-mock, 1G11-SOD3 and 1G11-SOD1 cells. Each dot represents the mean of a triplicate from an independent experiment (*n* = 6). ** *p* < 0.01, *** *p* < 0.001, two-tailed *t*-test.

**Figure 4:**
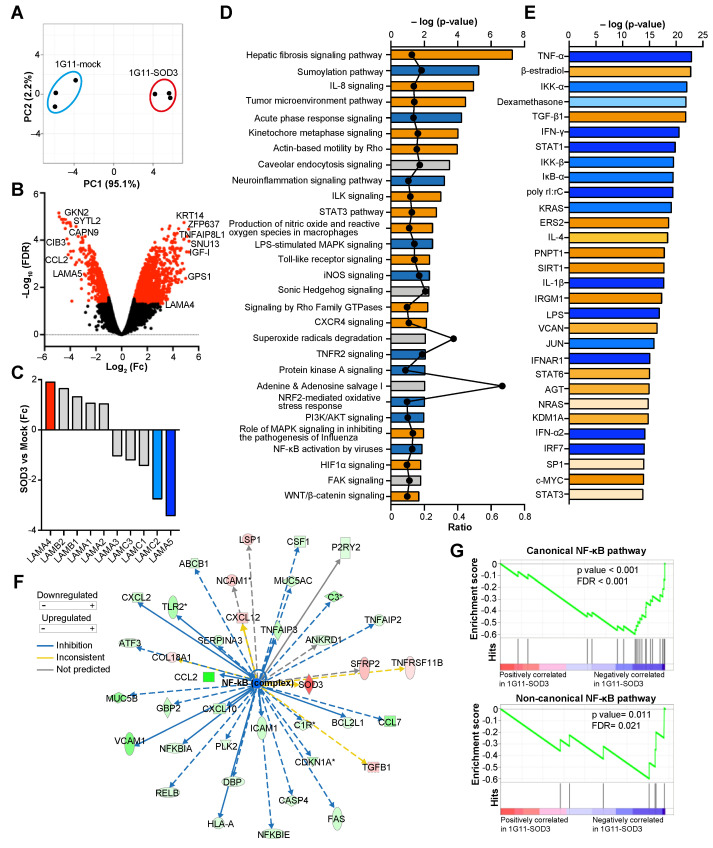
SOD3 induces a specific transcriptional program in 1G11 endothelial cells. (**A**) PCA plot using the rLog-transformed values from the microarray analysis of 1G11-mock and 1G11-SOD3 cells. Each dot represents an independent experiment. (**B**) Volcano plot of differentially expressed genes in 1G11-mock and 1G11-SOD3 cells. Red dots indicate genes with an absolute fold change (Fc) > 2 and an FDR of <0.05. Some of the genes with the highest variation are indicated. (**C**) Average Fc of the laminin chains as detected by the microarray (*n* = 3). (**D**) Selection of Ingenuity Pathway Analysis (IPA) top canonical pathways regulated by SOD3, listed according to their *p* value (lowest *p* = 0.02). The color of the bars indicates pathway activation (orange) or inhibition (blue) based on a Z-score; gray indicates no activity pattern available. The black circles represent the ratio of the number of differentially expressed genes in each pathway over the total number of genes in that pathway. (**E**) Top 30 upstream regulators identified by IPA (lowest *p*-value = 1.7 × 10^−14^). Colors indicate activation (orange) or inhibition (blue) based on a statistical Z-score. (**F**) Upstream regulator analysis of differentially expressed genes in 1G11-SOD3 cells related to the NF-κB network. Color code is indicated at the left. (**G**) GSEA of the canonical (**top**) and non-canonical (**bottom**) NF-κB target genes in 1G11-SOD3 and 1G11-mock cells. Enrichment plots (green); the ranked list metric for each gene as a function of the rank in the ordered dataset (bottom) is shown. The *p* values and FDRs are indicated.

**Figure 5:**
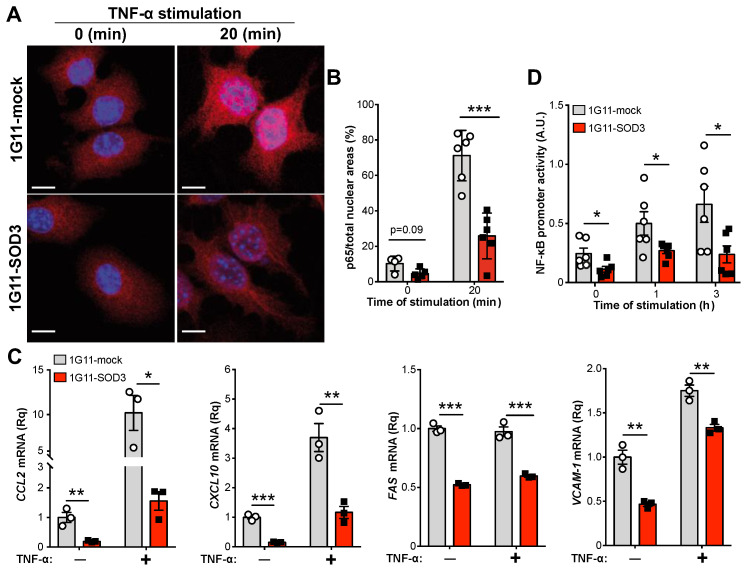
SOD3 attenuates NF-κB transcriptional activity in endothelial cells. (**A**) Representative images of RelA (p65) staining (red) in unstimulated (0) and TNF-α-stimulated (20 min) 1G11-mock and 1G11-SOD3 cells; nuclei were DAPI-counterstained (blue). Scale bars 10 µm. (**B**) Percentage of the nuclear p65 stained area with reference to the total nuclear area as determined by DAPI staining (*n* = 4–6 fields/condition). *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction. (**C**) Relative CCL2, CXCL10, FAS and VCAM-1 mRNA levels in unstimulated and TNF-α-stimulated (1.5 h for CCL2 and CXCL10; 0.5 h for FAS and VCAM-1) 1G11-mock and 1G11-SOD3 cells (*n* = 3). Each dot represents the mean of a triplicate from an independent experiment. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction. (**D**) 1G11-mock and 1G11-SOD3 cells were transiently transfected with the NF-κB-luciferase firefly reporter and the promoter-less pRL-SV40-luciferase *Renilla* plasmids, and then stimulated with conditioned medium from N202.1A tumor cells. The relative NF-κB promoter activity was determined by the firefly/*Renilla* ratio (*n* = 6). * *p* < 0.05, two-tailed *t*-test.

**Figure 6:**
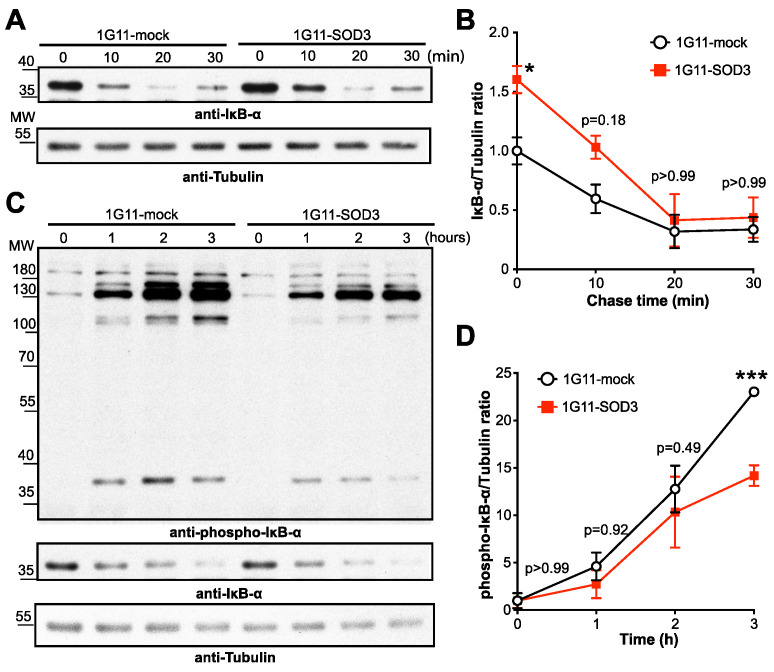
SOD3 attenuates IκBα phosphorylation and degradation. (**A**) 1G11-mock and 1G11-SOD3 cells were treated with cycloheximide and then stimulated with TNF-α for the indicated times (unstimulated cells as 0). Representative immunoblots with anti-IκBα and anti-tubulin (loading control) antibodies are shown. (**B**) Immunoblots as in A were quantified by densitometry and the IκBα/tubulin ratio determined (*n* = 3). * *p* < 0.05, two-way ANOVA with Bonferroni post-hoc correction. (**C**) Equal numbers of 1G11-mock and 1G11-SOD3 cells were treated with MG-132. Cell lysates were obtained at the indicated times and then sequentially immunoblotted with anti-phospho IκBα, anti-IκBα and anti-tubulin (loading control) antibodies. (**D**) The phospho IκBα/tubulin ratio was determined by densitometric analysis of the immunoblots in (**C**) (*n* = 3). *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction.

**Figure 7:**
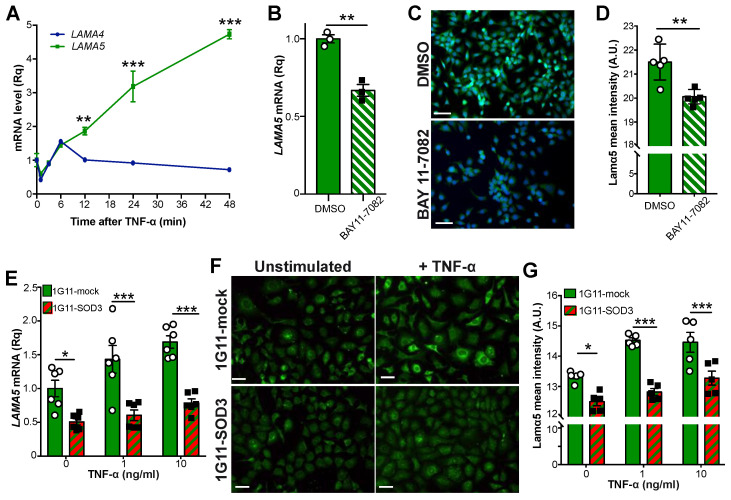
SOD3 restrains NF-κB-induced LAMA5 expression. (**A**) Time-course changes in the relative *LAMA4* and *LAMA5* mRNA levels in 1G11-mock and 1G11-SOD3 cells after TNF-α stimulation. Values were normalized against the unstimulated condition (time 0) (*n* = 3 independent experiments). ** *p* < 0.01, *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction. (**B**) Relative *LAMA5* mRNA levels in vehicle- (DMSO) or BAY11-7082-treated 1G11 cells. ** *p* < 0.01, two-tailed *t*-test. (**C**,**D**) Representative images and quantification of laminin α5 (green; PAC078MV01) mean fluorescence intensity in vehicle- (DMSO) or BAY11-7082-treated 1G11 cells; nuclei were DAPI counterstained (blue) (*n* = 5 fields/condition). Scale bars 50 µm. ** *p* < 0.01, two-tailed *t*-test. (**E**) Dose-dependent induction of *LAMA5* transcription in 1G11-mock and 1G11-SOD3 cells by TNF-α. Values were normalized to unstimulated (0) cells (*n* = 6). * *p* < 0.05, *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction. (**F**) Representative images of laminin α5 staining (green; antibody 504) in control and TNF-α stimulated 1G11-mock and 1G11-SOD3 cells. Scale bars 50 µm. (**G**) Quantification of laminin α5 mean fluorescence intensity in cells as in (**F***)* (*n* = 5 fields/condition). * *p* < 0.05, *** *p* < 0.001, two-way ANOVA with Bonferroni post-hoc correction.

## Data Availability

Data files and normalized values from transcriptomic analyses were deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo, last accessed on 25 February 2022), and are accessible through the GEO Series accession number GSE189247. Other datasets from this study are available upon reasonable request to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14051226/s1, Figure S1: Differential regulation of laminin α5 and laminin α4 by SOD3 in tumors; Figure S2: Original immunoblots for Figure 2D; Figure S3: Original immunoblots for Figure 2G; Figure S4: Extracellular SOD3 upregulates laminin α4; Figure S5: Original immunoblots for Figure 3B; Figure S6: Molecular networks with an IPA score of >30; Figure S7: Effect of SOD3 overexpression in CCL2, VCAM-1 and ICAM-1 levels; Figure S8: p65 protein levels and relative IκB-α mRNA expression in 1G11-mock and 1G11-SOD3 cells; Figure S9: Original immunoblots for Figure 6A; Figure S10: Original immunoblots for cropped images in Figure 6C; Figure S11: Relative expression of laminins and NF-κB target genes in SOD3-overexpressing human endothelial cells; Figure S12: Association of laminin α5 levels with the prognosis of different cancers; Table S1: Primers used for RT-qPCR; Table S2. Correlation between LAMA5 and CD8 T cell infiltration in human cancers.

How the deposited data were processed for this re-analysis (not part of the article)

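The data are 6 single-color Agilent SurePrint Mouse G3 arrays, 3 of 1G11-mock and 3 of 1G11-SOD3 cells, each cell line having been kept for 6 h in medium conditioned by N202.1A cells. For each array the authors deposited the output of Agilent Feature Extraction 10.7.3.1, which gives the mean and median pixel intensity of each spot, its local background intensity and a processed signal, none of them normalized between arrays. The authors also deposited a table of log2 values that they had background corrected with normexp at an offset of 50 and quantile normalized. Each column of that table was recomputed from the scanner output to within 0.005 when median pixel intensities were used and control spots were kept in the normalization. All values in the text were computed from the scanner output, and the deposited table served as an alternative.

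Control spots were removed, the local background median was used for the normexp correction of the mean spot intensity (offset of 50), and values were taken to log2 and quantile normalized with limma 3.58.1 in R 4.3.3. Spots marked as non-uniform or as population outliers were left out, and the spots of one probe were averaged. A gene was represented by its probe with the highest mean over all 6 arrays. Gene names came from the sequence on which a probe was designed. The chromosome positions are those of the array annotation, whose files do not give the build. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

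The cell lines were compared by limma with empirical Bayes variances and Benjamini-Hochberg adjustment over all 55681 probes. A probe was called differentially expressed at more than 2-fold and an adjusted p under 0.05. The number of arrays, 3 per cell line, limits the precision of each difference. Signal over background sets a further limit, and a fold change of a probe that was well above background on no array of one cell line was given as a bound. Principal components used probes with a value on all arrays. The 12 gene lists (targets of NF-κB, HIF, NRF2, Wnt and genes of the interferon response, sumoylation, oxidative phosphorylation, ribosomal proteins, cell cycle, and endothelial, epithelial and mesenchymal markers) were written from general knowledge before the data were examined, as were the main settings and the alternatives unless stated. The pathway software of the paper and its gene set collections were not used here, and the lists stand in for neither.

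The genes named in the text follow a rule that was fixed before the data were examined. They are every gene that the paper's text names for the arrays or as a member or target of the NF-κB pathway, the laminin chains of Figure 4C, the genes labeled in Figure 4B and drawn in Figure 4F, and the 5 called genes with the largest increase and the 5 with the largest decrease with no overlap between the cell lines. The values that the paper prints had been seen when the rule was written. Members of the lists are summarized by list, and 1 gene that the rule covers is not reported here.

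The alternatives set beforehand were no background correction, an offset of 16, median pixel intensity, the processed signal scaled to the 75th percentile, scaling to the 75th percentile or cyclic loess in place of quantile normalization, control spots kept, dim probes left out, outlier spots kept, a variance trend, the replicate number as a block, the deposited table, the mean of all probes of a gene, any probe of a gene, each array left out in turn, and for lists fry and camera with an estimated correlation. Chosen after seeing the data were the position adjustment, the choice among 8 surfaces, leaving out the middle of the array, the processed signal with dim probes left out, further ways of counting on the deposited table, and principal components of the called probes. The surface with the smallest spread among held-out copies of one probe was used. The procedure was tested on simulated data with 200 changed probes. It found 200 of them and no other. With a simulated dim middle on the 1G11-mock arrays it found 199 of them and called 1790 unchanged probes higher. With the position adjustment it then found 200 and no other. The changed probes moved by 2 (log2), with an SD of 0.25 per probe and a largest loss of 2.5. On the real 1G11-mock arrays the median loss was unequal, at -0.83, -1.20 and -2.48 for replicates 1, 2 and 3. The real adjustment left the difference between the cell lines larger in the middle by a median of 0.27. These runs therefore cannot show how well the adjustment recovers smaller changes, or changes under the real losses. On simulated lists, 1 of 1 shifted list and 0 of 11 others passed the threshold. In that simulation the noise was independent between probes, and every member of the shifted list moved by -0.5. It therefore cannot show how list calls behave where genes are correlated. The files give the place of each array on the slide, which was the same row for all arrays of one cell line. Arrays with one replicate number lay in the same column. No column of the files that describes a sample was left unused.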

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

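All tests of the dim middle of the array below, the position tests of both lists and the test for cells of another type were chosen only after the result was seen.

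The 1G11-mock arrays read dim in the middle, a signal in the layout of the arrays that the paper did not analyze. Among 128 probes printed both there and elsewhere, the difference between the cell lines was larger in the middle by a median log2 value of 1.67. Copies in the middle read lower than those elsewhere for 125, 128 and 128 of these probes on 1G11-mock replicates 1, 2 and 3, and for 28, 89 and 31 on the 1G11-SOD3 replicates. The tables argue against genes placed in the middle as the source, since the difference changed with the place of the copy for 128 of the 128 probes. They also argue against local background, which in the middle of the 1G11-mock arrays exceeded that elsewhere by at most 3 intensity units, while between 1312 and 2379 units of signal were missing from the copies there. The position surface took the median difference to 0.27, which leaves a remainder. What stays open is the step at which the loss arose. An effect of the slide row cannot be told apart from one of the cell line, because 0 slide rows hold arrays of both. The measurement is consistent with a technical loss of signal by place on the 1G11-mock arrays, and the step at which it arose was not tested.

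The list of 16 mesenchymal marker genes, which the paper does not discuss as a group, lay higher in 1G11-SOD3 cells, with a median log2 fold change of 1.05 and a mean of 1.19 (camera adjusted p = 1.97e-10). 14 members were higher, and 8 were called, the same number as when adjusted over the list alone. The called ones included *Sfrp2*, which Figure 4F also draws. The tables argue against position on the array (adjusted median 1.14), against dim signal (median 0.52 among the 9 members well above background on all arrays, all of them higher, although smaller than the median of the whole list) and against normalization between arrays, since the list lay at least 0.65 above the median of all genes under every scaling. Of the 10 splits of the 6 arrays, 1, the real one, gave a median this far from 0, and this exact share cannot go below 0.1. An admixture or outgrowth of cells of another type cannot be told apart from a change within the 1G11-SOD3 cells. 8 members were called higher, but the bright members *Col6a1*, *Col5a1*, *Dcn*, *Fbln1* and *Pdgfra*, named after their values were seen, were not. Its 2 lower members, *Thy1* and *Fap*, also named after their values were seen, were well above background on 1 array and on no array, too dim to decide. The endothelial list (median 0.08, 15 higher and 8 lower) and the epithelial list (median -0.11) had members that went both ways, which leaves this open. Only 6 endothelial members and 1 epithelial member were well above background on all 6 arrays, so these lists can say little about it.

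The list of 25 cell cycle genes, outside those the paper discusses, was higher in 1G11-SOD3 cells by a median log2 fold change of 0.60 and a mean of 0.78 (camera adjusted p = 1.97e-10), with 23 members higher. 5 were called, *Bub1b* (2.67), *Birc5* (2.19), *Cenpa* (2.39), *Mcm2* (1.36) and *Rrm2* (1.29), named after their values were seen, and 6 passed when adjusted over the list alone. After position adjustment 3 were called. The tables argue against position on the array (adjusted median 0.69), dim signal (median 0.60 among members well above background on all arrays) and normalization between arrays (at least 0.61 above the median of all genes). Of 10 splits, 1, the real one, gave a median this far from 0. With 1 array left out the median ran from 0.24 to 0.70. A difference in growth state or cell density at harvest could raise such a list, and no value here tests it.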

How the results depend on the processing

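The position adjustment, the other surfaces, leaving out the middle, the processed signal with dim probes left out, the ways of counting on the deposited table and the restriction to called probes were chosen only after the results were seen. *Lama5* stayed lower and called under all alternatives. Those set beforehand with all arrays gave -1.84 to -1.16, and those with 1 array left out -1.99 to -1.62. *Lama4* stayed higher and was never called (0.80 to 1.01, or 0.69 to 1.03). It passed 2-fold with scaling to the 75th percentile (1.01) and without 1G11-mock replicate 3 (1.03). Its adjusted p was under 0.05 after position adjustment (0.93, adjusted p = 0.0435) and with some other surfaces, but never together with 2-fold. *Sod3* stayed higher, from 3.17 to 5.06 with 1 array left out, and fell short only without 1G11-SOD3 replicate 3 (4.32), where fewer arrays were tested. The NF-κB list kept its direction, from -0.58 to -0.40 with 1 array left out. Its median of -0.41 was no longer past the threshold under fry (adjusted p = 0.0523) or camera with estimated correlation (0.220), and the cause was not tested.

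The counts of called genes changed most. Against 1257 genes, 788 higher and 469 lower, and 1629 probes, the processed signal scaled to the 75th percentile gave 7294 genes, 908 higher (12.4% against 62.7%) and 6386 lower, and 11118 probes. With dim probes left out of it there were 1200 genes, 724 higher and 476 lower, and 1565 probes, so that its excess of lower genes lay among dim probes. Scaling to the 75th percentile gave 1911 genes, 742 of them lower, and 2598 probes. No background correction gave 508 higher genes and 1056 probes, and an offset of 16 gave 304 lower genes. With the middle left out there were 640 genes, 355 higher (55.5%) and 285 lower, and 768 probes. Then 11.1% of the probes were not tested. They held 3 of the genes called lower, so their removal does not account for the fall in lower genes. The position adjustment gave 369 higher genes (35.7%), and the other surfaces 374, 374, 360, 348, 378, 372 and 379. With 1 array left out there were 613 to 1364 genes, 372 to 968 higher and 230 to 396 lower, and 775 to 1797 probes. Apart from the removal of arrays or dim probes, the causes were not tested.

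The share of the first principal component, 47.8%, was 54.6% with no background correction, 43.5% with an offset of 16, 57.9% with the processed signal, 54.6% with scaling to the 75th percentile, 62.5% with dim probes left out, 54.7% with the processed signal and dim probes left out, 37.0% with the middle left out, 89.5% over called probes only, and 44.5, 43.6 and 44.7% with 3 other surfaces. With 1 array left out it ran from 48.6% to 55.2%. The cause was not tested.

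Lists with a median near 0 changed sign and passed the threshold under scalings that move the median of all genes, to -0.31 with scaling to the 75th percentile and -0.46 with the processed signal. The cause was not tested. The endothelial list went to -0.27 with scaling to the 75th percentile (and to -0.54 with the processed signal, not past the threshold), the HIF list to 0.0534 with the processed signal and 0.0839 with scaling to the 75th percentile, and the ribosomal list to 0.0305 with the processed signal. No named gene reversed while called. Among named genes, the position adjustment weakened 15 calls, no background correction 7, the mean of all probes 6 with 4 gained, and leaving out 1 array between 4 and 15.

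Arrays with one replicate number were checked for pairing by the correlation of their deviations from the group means. For numbers 1, 2 and 3 it was 0.166, 0.225 and 0.0876 over all probes, 0.165, 0.103 and 0.157 over probes well above background on all arrays, and 0.0298, 0.175 and 0.174 after position adjustment. It thus exceeded 0.1 for every number only among the bright probes, and whether the numbers pair the arrays stays open. Replicates 1, 2 and 3 of each cell line lay in slide columns 1, 2 and 3. Pairing therefore cannot be told apart from an effect of the slide column. With the replicate block 1718 genes were called, 1099 higher and 619 lower, *Snu13* (adjusted p = 0.0424) and the endothelial list (0.0349) passed the threshold, and no other named gene or list changed its call. On the deposited table, the ways of counting with the block gave 2244, 2234, 2255, 2042 and 1679 genes (every spot, every non-control spot, the same by name in the files, any probe and the brightest probe), of which 1517, 1511, 1520, 1358 and 1063 were higher and 746, 742, 750, 696 and 616 lower.

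No *Sod3* value exists with the middle left out, since its probe lies there, and the mean of all probes gives no count of probes and no principal component. Probes well above background on all 6 arrays numbered 16362, which limits fold changes of the rest, above all of *Tnfaip8l1*, *Sfrp2* and *Col18a1*.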

Differences from the paper's values

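Principal components of the called probes, the position adjustment and single spots of the deposited table were examined only after the results were seen. The first principal component held 47.8% of the variance, whereas the paper's value is about 95% in Fig. 4A, read by eye. None of the alternatives set before the data were examined reached it. They gave 43.5% (normexp offset of 16) to 62.5% (dim probes left out), and 48.6% to 55.2% with 1 array left out. Over called probes only, a choice made after seeing the values, the share was 89.5%. Probes chosen for their difference between the cell lines raise this share by construction. Of the genes that the paper names or draws as changed, *Mpc2*, *Tgfb1*, *Csf1* and *Cxcl2* have no called probe and are dropped.

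Of the 15 genes besides *SOD3* that the paper gives as upregulated, 9 were called and 6 were not by their brightest probe. The 6 were *Gps1* (0.19), *Rgs20* (0.01), *Akr1b10* (0.69), *Mpc2* (0.40), *Timm8a1* (0.88) and *Gpi1*, which at -0.36 was lower (1.15 and not called with the mean of all probes). Counted by any probe of a gene, all but *Mpc2* were called higher, and *Mpc2* was called at single spots of the deposited table, a count chosen after seeing the values. The mean of all probes called *Gps1* (2.56), *Akr1b10* (2.55) and *Timm8a1* (1.24), and *Timm8a1* was also called without 1G11-mock replicate 3 (1.26).

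*Snu13*, labeled in Figure 4B and with its probes in the middle of the array, was not called at 1.01. It was called with scaling to the 75th percentile (1.19), cyclic loess (1.09), dim probes left out, the replicate block, the mean of all probes (3.11), without 1G11-SOD3 replicate 3, and by any probe. Figure 4F draws *Tgfb1* as higher, and its log2 fold change was -0.51 and not called. Of the genes that the figure draws as lower, *Csf1* (-0.53) and *Relb* (-1.12) were below 0 and not called, and *Cxcl2* was not well above background on any array and not called, *Csf1* and *Relb* being called lower at single spots of the deposited table and *Relb* also by any probe. *Tgfb1* and *Csf1* were each called higher at 1 spot of that table. The paper gives the Wnt/β-catenin pathway as activated, and the list of its targets had a median of -0.0043 with no shift past the threshold (adjusted p = 0.825), although *Ccn5* was higher.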

Other observations

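The normalization test of the excess of higher genes, the position test of the named upregulated genes, the ways of counting on the deposited table, and the position, dim signal and normalization tests of the NF-κB list were chosen only after the result was seen.

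More genes were called higher (788) than lower (469). A test with spike-in controls had been set beforehand for normalization between arrays, but these spots read near the negative controls and gave no test. The tables argue against probe GC content, with 853 genes called higher and 443 lower after its trend was taken off. Of the 10 splits of the arrays, 1, the real one, gave as many called genes, and the others gave 0. A share of 0.1 is the lowest possible, so the grouping by chance stays open. Normalization between arrays stays open too. Outside the middle 317 probes were called higher and 582 lower, but with the middle left out before normalization 355 genes were higher and 285 lower, and the processed signal scaled to the 75th percentile gave 908 and 6386, or 724 and 476 with dim probes left out of it. Position on the array fits the excess, since 369 higher and 666 lower genes were called after adjustment. Part of the excess remained with the middle left out. The effect of place ran past the middle, however, with block medians of 0.82 (first row 97) and 0.73 (first row 265) outside it. That remainder thus does not argue against position. Dim signal fits too, with 455 higher and 497 lower among probes well above background on all arrays. The excess stayed, however, where only probes dim in both lines were left out (887 and 511 genes). The 2 overlap, as the loss in the middle of the 1G11-mock arrays itself takes probes below that limit, and in the middle 264 of such bright probes were higher and 2 lower.

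Many of the genes that the paper names as upregulated are printed in the middle of the array. The brightest probe lay there for 8 of 15 genes, against 0 of 7 named as repressed. After the position surface was taken off, 3 of the 15 had any probe called higher, *Igf1*, *Tnfaip8l1* and *Rab3b*. This is consistent with position on the array for those of the other 12 that have a spot in the middle, all but *Timm8a1*. Outside the middle, copies of *Mpc2* gave -0.46 to 0.52, the 2 brightest probes of *Gpi1* -0.36 and -0.42, and the brightest probes of *Gps1*, *Rgs20* and *Akr1b10* 0.19, 0.01 and 0.69, none of them called. *Timm8a1* has 2 probes outside the middle, 1 of them called at 1.61 before adjustment. Its increase stays open, as does that of the 6 genes with no probe elsewhere. *Sod3* lies in the middle too, and its increase held after adjustment at a smaller size.

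On the deposited table, 10 further ways of counting were tried. Counting a gene where any non-control spot passes gave 1681 genes, 1130 higher and 560 lower, where the paper's values are 1682, 1132 and 550. Of those 1130, 791 were called only at spots in the middle, and of the 560, 4. With control spots included the count was 1669 by gene and 1772 by probe, by name in the files 1695, and by any probe average 1506. The ways with the replicate block are given with the processing, and the brightest probe with the block gave 1679.

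For the NF-κB list, with a median of -0.41, the tables argue against position on the array (median -0.44 after adjustment), dim signal (median -1.09 among the 34 members well above background on all arrays, 31 of them lower) and normalization between arrays (the smallest distance from the median of all genes over the scalings was -0.27). Leaving out genes shared with the interferon list gave no test (median -0.41 over the 58 not shared), since 1 gene is shared and cannot move the median. Of the 10 splits, 1, the real one, gave a median this far from 0, and that share cannot fall under 0.1. What stays open is the dependence on the correlation between genes, since the list passed neither fry nor camera with estimated correlation. The part played by the members that Figure 4F also draws stays open too, since no test left them out.

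*Sod1* had a log2 fold change of -0.88 (adjusted p = 0.238), *Epas1* -0.19 and *Pecam1*, well above background on 2 arrays of each cell line, -0.51. *Cdh5* was not well above background on any array. None of these was called. The list of 78 oxidative phosphorylation genes had a median of 0.07 and a mean of 0.27 (camera adjusted p = 0.0336), with *Cox6c* and *Ndufc2* called, over all genes and over the list alone, and neither called after position adjustment (1.13 and 1.32). The list itself passed after position adjustment (median 0.15, camera adjusted p = 0.0264). It did not pass with dim probes left out, with the middle left out, under fry or with the correlation estimated. Nor did it pass without 1G11-mock replicate 2 (adjusted p = 0.120) or 1G11-SOD3 replicate 2 (0.0543). The endothelial list (23 genes) had a median of 0.08 and a mean of 0.31 (adjusted p = 0.0864), and passed with the replicate block (adjusted p = 0.0349), with scaling to the 75th percentile (-0.27 where the median of all genes was -0.31, adjusted p = 0.0455), and without 1G11-mock replicate 3 (0.41, adjusted p = 0.0224) or 1G11-SOD3 replicate 2 (0.24, adjusted p = 0.0450). Its called members were *Ecscr*, *Egfl7* (1.82) and *Cd34* (1.11) higher and *Vwf* (-1.65) lower, and 6 passed over the list alone. After position adjustment *Ecscr* (0.93) and *Egfl7* (0.99) were not called. Only 6 endothelial members and 1 member of the epithelial list were well above background on all 6 arrays, which limits both lists. The epithelial list (16 genes) had a median of -0.11 and a mean of 0.22, which differ in sign (adjusted p = 0.703), with *Krt14* called, and the list of 76 ribosomal protein genes had a median of -0.05 and a mean of 0.14, which also differ in sign (adjusted p = 0.347). The ribosomal list passed with the processed signal scaled to the 75th percentile (0.0305, adjusted p = 8.90e-05) and with scaling to the 75th percentile alone (-0.03, adjusted p = 1.44e-05). Its called members were *Rpl41* (2.42, or -0.86 after position adjustment) and *Rps7* (3.67, or 0.64), and 1 epithelial and 2 ribosomal genes passed over the list alone. The members outside the naming rule were named after their values were seen.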
